# *Bach2*-deficient mice are prone to autoimmune pancreatitis but protected from high-fat diet-induced fatty liver disease

**DOI:** 10.3389/fimmu.2025.1639622

**Published:** 2025-10-15

**Authors:** Luise Ehlers, Anika Kasprick, Ottavia Agrifoglio, Natalie Gross, Nancy Ernst, Alanis Barbosa Gulde, Colin Osterloh, Noa Linn Brauckmann, Nicole Y. Fischer, Wendy Bergmann-Ewert, Ralf J. Ludwig, Katja Bieber, Robert Jaster

**Keywords:** *Bach2*, mouse model, autoimmune pancreatitis, fatty liver disease, high-fat diet

## Abstract

**Background:**

Autoimmune pancreatitis (AIP) is a multifactorial disease caused by both genetic and environmental factors. Previous studies have implicated Bach2, a key regulator of adaptive immunity, in the pathogenesis of this disease. However, direct experimental evidence is lacking. Here, we used C57BL/6N mice with a targeted deletion of *Bach2* (*Bach2* knockout mice) to study their susceptibility to AIP under homeostatic conditions and in response to two AIP triggers: a high-fat diet (HFD) and polyinosinic:polycytidylic acid (poly I:C).

**Methods:**

In this multicenter preclinical study, *Bach2* wild type and knockout mice were maintained under homeostatic conditions, challenged with a HFD for 3 months, or treated with poly I:C for 6 weeks. The pancreata were examined histopathologically. Additionally, RNA sequencing and PamGene multiplex kinase activation measurements were performed. To assess the effects of the HFD, the livers were evaluated for the presence of fatty liver disease.

**Results:**

Consistent with the results of previous studies, *Bach2* knockout mice showed reduced growth and developed eosinophilic crystalline pneumonia, necessitating humane euthanasia at the age of 18 weeks. At 8 and 18 weeks of age, pancreatic infiltrates with lymphocytes typical of AIP were frequently detected in *Bach2* knockout mice but not in wild type animals without additional manipulations. RNA sequencing analyses and kinase activity assays revealed the activation of processes linked to adaptive immunity in the pancreatic tissues of *Bach2* knockout mice. Wild type mice treated with poly I:C showed lymphocytic infiltrates similar to those of untreated knockout mice, whereas HFD did not induce AIP. In *Bach2* knockout mice, HFD and poly I:C did not further enhance the disease. As expected, HFD-fed wild type mice developed fatty liver disease. Strikingly, the livers of *Bach2* knockout mice were almost free of fat and histological changes, such as hepatocyte ballooning and degeneration. The data obtained from the two project sites were highly consistent, indicating strong intersite reproducibility.

**Conclusion:**

*Bach2*-deficient C57BL/6N mice were prone to spontaneous AIP development. This could be due to disturbed immune homeostasis with dysregulated activation of adaptive immune system cells. The protective effect of *Bach2* deficiency against the development of fatty liver disease warrants further investigation.

## 1 Introduction

Autoimmune pancreatitis (AIP) is a rare but clinically important special form of chronic pancreatitis (CP). On one hand, it can be difficult to accurately differentiate AIP from pancreatic carcinoma, while on the other hand, unlike CP of other causes, it usually responds well to immunosuppressive therapy with steroids. The two best-established AIP subtypes are often associated with diseases in other organs. Subtype 1 or lymphoplasmacytic-sclerosing AIP, is considered a pancreatic manifestation of an IgG4 systemic disease, whereas subtype 2, characterized by granulocytic epithelial lesions, is often associated with ulcerative colitis (1, 2). Autoimmune diseases, including AIP, are multifactorial diseases influenced by interactions between environmental factors, such as changes in the microbiome and diet, and genetic factors (3–5). In AIP, both aspects are only partially understood. Considering that current therapies are largely symptomatic, have limited effectiveness, and are associated with numerous side effects, more specific and mechanism-based treatments are required. In this context, it is important to identify modifiable risk factors, among which environmental factors play a central role.

The genes associated with human AIP include the HLA alleles *DRB1^∗^16* and *HLA-DQB1^∗^05* (6), *FCRL3* (7), *CTLA-4* (8, 9), *KCNA3* (10), and specific *PRSS1* mutations (*PRSS1_IVS 2 + 56_60 delCCCAG* and *PRSS1_p.Leu81Met*) that were suggested to cause ectopic trypsinogen activation (11, 12). In previous studies, we used the MRL/MpJ mouse strain, a model of spontaneous AIP that can be further aggravated by injecting synthetic nucleic acids, polyinosinic: polycytidylic acid (poly I:C) (13, 14), to elucidate the genetic basis of the disease. By fine-mapping the quantitative trait loci (QTLs) of murine AIP, we identified two new putative risk genes for the disease in mice (4, 15): mitogen-activated protein kinase 7 (*Map3k7*) and *Bach2*. While the latter gene was the focus of this study, we postponed follow-up studies on MAP3K7 for the time being, as we did not observe any effect of the specific MAP3K7 inhibitor, takinib, on experimental AIP in a recent investigation (16).

The B lymphoid transcription repressor, BTB and CNC homology (BACH) proteins, including BACH1 and BACH2, belong to the family of cap ‘n’ collar and basic leucine zipper (bZip) transcription factors and are highly conserved in vertebrates. BACH proteins can form heterodimers with small musculoaponeurotic fibrosarcoma (MAF) and BACH2 also with basic leucine zipper ATF-like transcription factor (BATF) proteins via their bZIP domain (17, 18). The widely expressed BACH1 protein competes with nuclear factor erythroid 2-like 2 (NRF2) to bind MAFs, thereby blocking the transcription of heme oxygenase−1 (*HO-1*/*HMOX1*) and other oxidative stress response genes (19). BACH1 activation appears to play an unfavorable role in several chronic diseases. These include cancer (in which BACH1 promotes tumor cell proliferation and metastasis), neurodegenerative diseases, chronic inflammatory bowel diseases, pulmonary fibrosis, and skin diseases (17). BACH2 expression is largely restricted to the cells of the innate and adaptive immune systems and neuronal cells. The transcription repressor plays pivotal roles throughout hematological development and differentiation, specifically lineage commitment and the development of both innate and adaptive immune cells (reviewed in (18)). BACH2 controls the expression of an entire cluster of genes with essential functions in T cell activation, including those encoding many cytokines and cytokine receptors, via stretching or super-enhancers (20). *BACH2* haploinsufficiency can lead to a syndrome of *BACH2*-associated immunodeficiency and autoimmune disorders (21). Furthermore, polymorphisms in human gene loci are associated with multiple autoimmune diseases, such as type 1 diabetes (22), Crohn’s disease (23), celiac disease (24), and multiple sclerosis (25). The immunological phenotypes that are influenced by *BACH2* include blood lymphocyte, monocyte, and neutrophil counts (26) and IgG glycosylation (27). Murine *Bach2* is also considered a critical regulator of CD4^+^ memory T cell development (28), which, according to our previous studies, may be involved in the pathogenesis of experimental AIP (29). In agreement with these findings from preclinical model systems, Sasikala et al. observed reduced expression of *BACH2* in pancreatic tissues of CP patients and identified a *BACH2* gene variant (rs9111 in 5’-UTR) that was associated with advanced disease (30).

Overall, previous studies have suggested a possible role of *BACH2* in the pathogenesis of AIP. To investigate this role experimentally, we used mice with a targeted *Bach2* deletion in this study and examined their susceptibility to AIP under normal conditions and in response to two potential environmental triggers, poly I:C and a high-fat diet (HFD), which have been previously studied in MRL/Mp and outbred mice prone to disease development (4, 14, 31).

Consistent with our hypothesis, mice lacking *Bach2* developed AIP. Unexpectedly, a second phenotype was observed in these mice, which were protected from HFD-induced fatty liver disease. Considering the rapid increase in the prevalence of metabolic dysfunction-associated steatotic liver disease (MASLD, previously known as nonalcoholic fatty liver disease (NAFLD)) in humans (32), this novel aspect of *Bach2* function deserves further attention.

## 2 Materials and methods

### 2.1 Animals

C57BL/6N-Bach2^tm1b(EUCOMM)Wtsi^/leg mice (EMMA ID EM:09104) with Cre-mediated excision of the parental *Bach2^tm1a(EUCOMM)Wtsi^* allele were kindly provided as heterozygous individuals by the Helmholtz Zentrum Muenchen–German Research Center for Environmental Health (GmbH) and INFRAFRONTIER/The European Mouse Mutant Archive (EMMA) (33, 34). The mice were maintained as independent colonies in the local animal facilities of the Rostock University Medical Center and University Hospital Schleswig-Holstein in Lübeck. In all experiments, both female and male mice were used. Homozygous C57BL/6N-Bach2^tm1b(EUCOMM)Wtsi^/leg mice (subsequently termed Bach2KO mice) were compared to wild type animals (termed Bach2WT mice) of the same strain. The mice were maintained under specific pathogen-free conditions with a 12-h light/dark cycle. They had access to water and rodent chow ad libitum. Animal experiments were conducted according to the European Community rules for animal care and performed by certified personnel. The animal study protocol was approved by the respective governmental administrations, Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei Mecklenburg-Vorpommern (protocol code 7221.3-1-015/22; date of approval: 22.07.2022) and the Ministry for Energy, Agriculture, Environment, and Rural Areas Schleswig-Holstein (protocol codes 60/7/22 and 59/7/22; date of approval: 12.10.2022).

### 2.2 Induction of AIP and treatment of mice

Bach2WT and Bach2KO mice aged 4–5 weeks were randomly divided into experimental groups of 14–16 mice with a largely equal sex distribution. They were either left untreated (receiving control mouse chow), challenged with a high-fat “western” diet (HFD; ssniff Spezialdiäten GmbH, Soest, Germany, #S0587-E020), or received control mouse chow and intraperitoneal injections of poly I:C for 6 weeks (Miltenyi Biotec, Bergisch Gladbach, Germany; solvent: 0.9% NaCl; 5 mg/kg body weight, 3 injections per week) as described previously (4, 5). Further details are presented in **Figure 1**.

**Figure 1:**
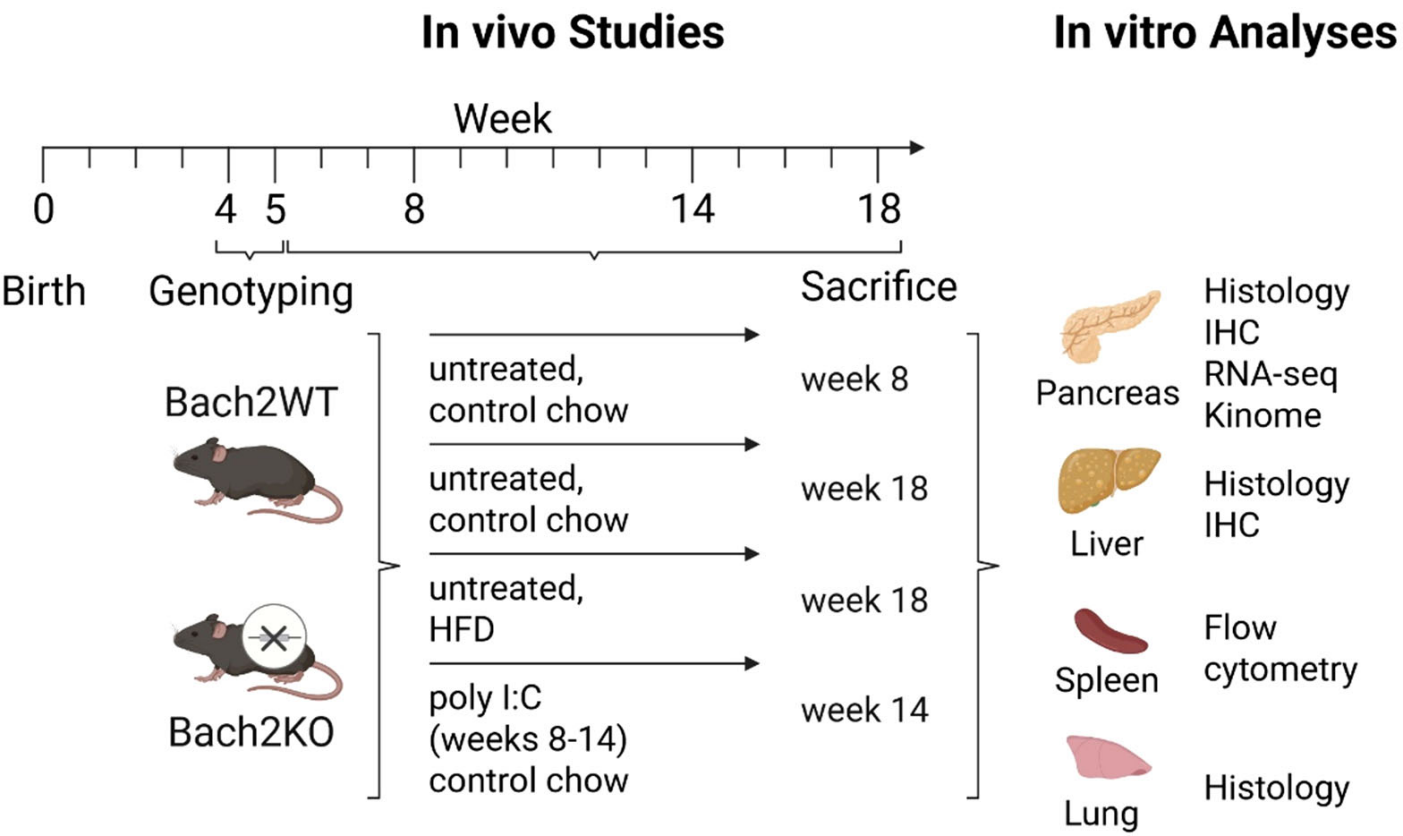
Overview of the experimental groups, workflow, and analyses. Each experimental group comprised 14–16 mice with largely equal sex distribution. For further details, please refer to the Materials and Methods. Bach2WT, *Bach2* wild type; Bach2KO, *Bach2* knockout; HFD, high-fat diet; poly I:C, polyinosinic:polycytidylic acid; IHC, immunohistochemistry.

At the end of the investigation period, the mice were sacrificed using an overdose of ketamine/xylazine hydrochloride, followed by cervical dislocation. Blood samples, pancreas, spleen, and tissues were harvested and stored under appropriate conditions (mentioned below) until they were assayed.

### 2.3 Histology and immunohistochemistry

Formalin-fixed paraffin-embedded sections of pancreatic, liver, and lung tissues (4 µm thick) were stained with hematoxylin and eosin (H & E). After deparaffinization, the sections were additionally stained with antibodies against CD3 (BIOZOL Diagnostica, Hamburg, Germany; #DIA-303), CD138 (BioLegend, San Diego, CA, USA; #142502), CD68 (Cell Signaling Technology, Danvers, MA, USA; #97778T), or CD163 (Fisher Scientific, Schwerte, Germany; #30125032) using the ImmPRESS – alkaline phosphatase detection system (Vector Laboratories, Burlingame, CA, USA). The slides were counterstained with Mayer’s hemalum solution, dehydrated by incubating briefly in ethanol and xylene, and embedded in Pertex (MEDITE, Burgdorf, Germany).

Based on H & E and CD3 staining, the severity of pancreatic lesions was scored on a semi-quantitative scale from 0 to 4, as described previously for AIP in MRL/Mp mice (13, 35). Stage 0 (healthy pancreas) is characterized by the lack of inflammatory cells in the pancreatic parenchyma and the absence of any alteration in pancreatic morphology. Stage 1 was assigned to the pancreas with minimal focal infiltration of the periductal tissue with mononuclear cells but without parenchymal destruction. The presence of larger periductal foci of mononuclear cells and small areas of parenchymal destruction is characteristic of stage 2. Severe and multifocal periductal inflammation, together with more extensive parenchymal destruction and fibrosis, was assigned to stage 3. AIP stage 4, characterized by extensive destruction of the acini and severe fibrosis, was not observed in this study.

For detecting collagen in the liver tissue, Sirius Red staining was performed as described previously (36). To evaluate fatty liver disease, we used the histological scoring system established by Kleiner et al. (37) with some simplifications as listed in **Table 1**.

**Table 1:** Assessment of liver pathology.

Item	Definition	Score
Steatosis (Grade)	Low- to medium-power evaluation of parenchymal involvement by steatosis	0: less than 5% 1: 5-33% 2: 33-66% 3: more than 66%
Microvesicular steatosis	Contiguous patches	0: less than 5% 1: 5-33%
Inflammation	Overall assessment of inflammatory foci	0: No foci 1: less than 2 foci per 200x field 2: 2–4 foci per 200x field 3: more than 4 foci per 200x field
Liver cell injury	Hepatocellular ballooning	0: none 1: few balloon cells 2: many cells/prominent ballooning
Other findings	Mallory’s hyaline (visible on routine stains)	0: none to rare 1: many

All histological samples were evaluated in a blinded manner using light microscopy, and at least three tissue sections per sample were assessed.

### 2.4 Flow cytometry

Flow cytometry was performed as described previously (16). Briefly, single-cell suspensions from spleens were resuspended in freezing medium (10% dimethyl sulfoxide in fetal calf serum) and stored in liquid nitrogen until further use. After thawing, 0.5-1 × 10^6^ viable cells per sample were stained with the Zombie NIR™ fixable viability kit (BioLegend) and incubated with True-Stain monocyte blocker (BioLegend) and mouse FcR blocking reagent (Miltenyi Biotec) according to the instructions of the manufacturers. Next, the cells were incubated with the following fluorochrome-conjugated antibodies (all from Miltenyi Biotec) for 20 min at 4 °C: anti-CD45:PerCP, anti-CD44:PE-Vio770, anti-CD69:APC, anti-CD8a:VioBright FITC, anti-CD19:VioBright R720, and anti-CD62L:VioBlue. Prior to intracellular staining, the cells were permeabilized using 1× True-Nuclear Perm buffer (BioLegend). Subsequently, anti-CD3e:Brilliant Violet 605 and anti-CD4:Brilliant Violet 510 (both from BioLegend) were added and the cells incubated for 30 min at room temperature. For flow cytometric measurement, 100,000 cells per sample were analyzed using Cytek™Aurora (Cytek Biosciences, Amsterdam, The Netherlands) and data were evaluated using the FlowJo software (v10.10.0, Tree Star Inc., San Carlos, CA, USA). After exclusion of dead cells and doublets, CD45^+^ cells were differentiated as follows: CD3 was plotted against CD19, and CD19^+^CD3^-^ and CD3^+^CD19^-^ cells were recorded as B and T lymphocytes, respectively. From the CD3^+^CD19^-^ population, CD4^+^ and CD8^+^ cells were selected. CD4^+^ T lymphocytes were evaluated by gating the CD4^+^ T cells against CD69 and CD62L. CD8^+^ T lymphocytes were used to plot the CD8^+^ T cells against CD44, CD62L, and CD69.

### 2.5 RNA isolation and expression analysis

Total RNA from the stored spleen cells (see section 2.4) was isolated using the NucleoSpin RNA Plus XS assay (Macherey-Nagel, Düren, Germany). RNA was reverse transcribed into cDNA using TaqMan reverse transcription reagents (Thermo Fisher Scientific, Waltham, MA, USA), 250 ng RNA per sample, and random priming. For quantification of target cDNA levels using real-time PCR, a qPCR MasterMix from Eurogentec (Seraing, Liège, Belgium) and the following mouse-specific TaqMan^TM^ gene expression assays with fluorescently labeled MGB probes (Thermo Fisher Scientific) were used: Mm00477784_m (nuclear factor erythroid 2 related factor 2, *Nrf2*), Mm00516005_m (heme oxygenase 1, *Hmox1/Ho-1*), and Mm99999915_g1 (glyceraldehyde-3-phosphate dehydrogenase, *Gapdh*, house-keeping gene control). Polymerase chain reaction (PCR) was performed using the ViiA 7 sequence detection system (Thermo Fisher Scientific). The conditions were as follows: 95 °C for 5 min, followed by 40 cycles of 15 s at 95°C/1 min at 60°C. The relative amount of target mRNA in Bach2WT and Bach2KO cells was expressed as 2^−(Ct)^, where Ct = Ct_target mRNA_ - Ct_Gapdh_.

For RNA sequencing (RNA-seq), total RNA was isolated from homogenized pancreatic tissue using the guanidinium thiocyanate/phenol method, as described by Sparmann et al. (38). After quantification using spectrophotometry (NanoDrop 1000; Thermo Fisher Scientific), RNA integrity was validated using an Agilent Bioanalyzer 2100 with an RNA Nanochip kit (Agilent Technologies, Waldbronn, Germany). RNA-seq analysis was performed by Novogene (Munich, Germany). After mRNA library preparation, the samples were sequenced using a NovaSeq X Plus system (Illumina, Cambridge, UK) and a paired-end 150 bp (PE150) reading strategy. The number of clean reads was in the range of 1−2 × 10^9^ per sample.

### 2.6 Immunoblotting

Protein extracts from isolated spleen cells were separated using sodium dodecyl sulfate-polyacrylamide gel electrophoresis and the proteins were blotted onto polyvinylidene fluoride membranes (Merck Millipore, Darmstadt, Germany). Blots were incubated with antibodies against HO-1 (Fisher Scientific; #16877253) or the house-keeping protein, β-actin (Cell Signaling Technology; #4970) overnight at 4 °C and developed using LI-COR reagents for an Odyssey^®^ infrared imaging system (LI-COR Biosciences, Lincoln, Nebraska USA) as described previously (39). Signal intensities were quantified using the Odyssey^®^ software version 3.0 and the raw data was processed as described in the figure legends.

### 2.7 Multiplex kinase activity profiling by PamGene™

Kinase activity profiles were determined using the PamChip^®^ 4 protein tyrosine kinase (PTK) peptide microarray system from PamGene™ International B.V. (BJ’s-Hertogenbosch, The Netherlands) as described previously (40, 41). Four 60 μm-thick frozen pancreatic tissue slices were cut and lysed using M-PER (mammalian protein extraction reagent; Thermo Fisher Scientific) containing 1% (v/v) Halt phosphatase inhibitor cocktail (Thermo Fischer Scientific) and 2% (v/v) Halt protease inhibitor cocktail (Thermo Fisher Scientific). After centrifugation (15 min, 4°C, 10,000 × g), the supernatants were snap-frozen and stored at -80°C. Protein concentration was determined using a bicinchoninic acid assay kit (Thermo Fischer Scientific) according to the manufacturer’s instructions. The serine-threonine kinase (STK) and PTK microarray assays were performed according to the manufacturer’s instructions. A kinase was considered modulated (either activated or inhibited) if it had a mean specificity score of 1 and a significance score of 0.5 (p = 0.32). Human UniProt IDs were translated into mouse UniProt IDs based on high conservation levels and homology of kinases (42). Hence, the data obtained indicated differences in kinase activities when comparing Bach2KO to Bach2WT. The mean kinase statistics was used for further analysis, the proteome was visualized using the Proteomaps database (43), and kinome trees were created using the Coral (44) and STRING databases (45).

### 2.8 Statistics

The sample size for the mouse study was calculated using SigmaPlot 13.0 (Grafiti LLC, Palo Alto, CA, USA). The primary endpoint was pancreatic histopathology, as assessed by scoring (see Section 2.3). Considering an α-error of 0.05 and power of 85%, a group size of 16 mice was required to detect a difference of 0.6 units in histological score (with an expected SD of 0.4). Statistical analyses of RNA-seq data were performed by Novogene. Other data were analyzed using GraphPad Prism (GraphPad Software, version 10.4.1, San Diego, CA, USA). The normal distribution of the data was tested using the Kolmogorov-Smirnov and Shapiro-Wilk tests. The sample sizes and statistical tests used for the data analysis are provided in the figure legends. Statistical significance was set at p < 0.05.

## 3 Results

### 3.1 Phenotypic features of Bach2KO mice

Consistent with the results of previous studies (46), Bach2KO mice with a global knockout of the *Bach2* gene were smaller and lighter than their Bach2WT age- and sex-mates. Significant weight differences were observed at 8 and 18 weeks of age in both the standard mouse diet-fed and HFD-fed mice. As expected, male mice in all groups were heavier than female mice, and mice fed HFD gained more weight than those fed the standard diet (**Figure 2A**). Bach2KO mice develop eosinophilic crystalline pneumonia in early adulthood, which is a fatal lung disease (47). For reasons of animal welfare, we euthanized all Bach2KO mice at a maximum age of 18 weeks when no severe respiratory distress was detected. In agreement with the findings of Kim et al. (47), histological analysis of the lungs of 18-week-old Bach2KO mice showed a loss of alveolar spaces caused by exudates, interstitial infiltrates, and deposition of eosinophilic materials, whereas no such pathologies were observed in Bach2WT mice (**Figure 2B**).

**Figure 2:**
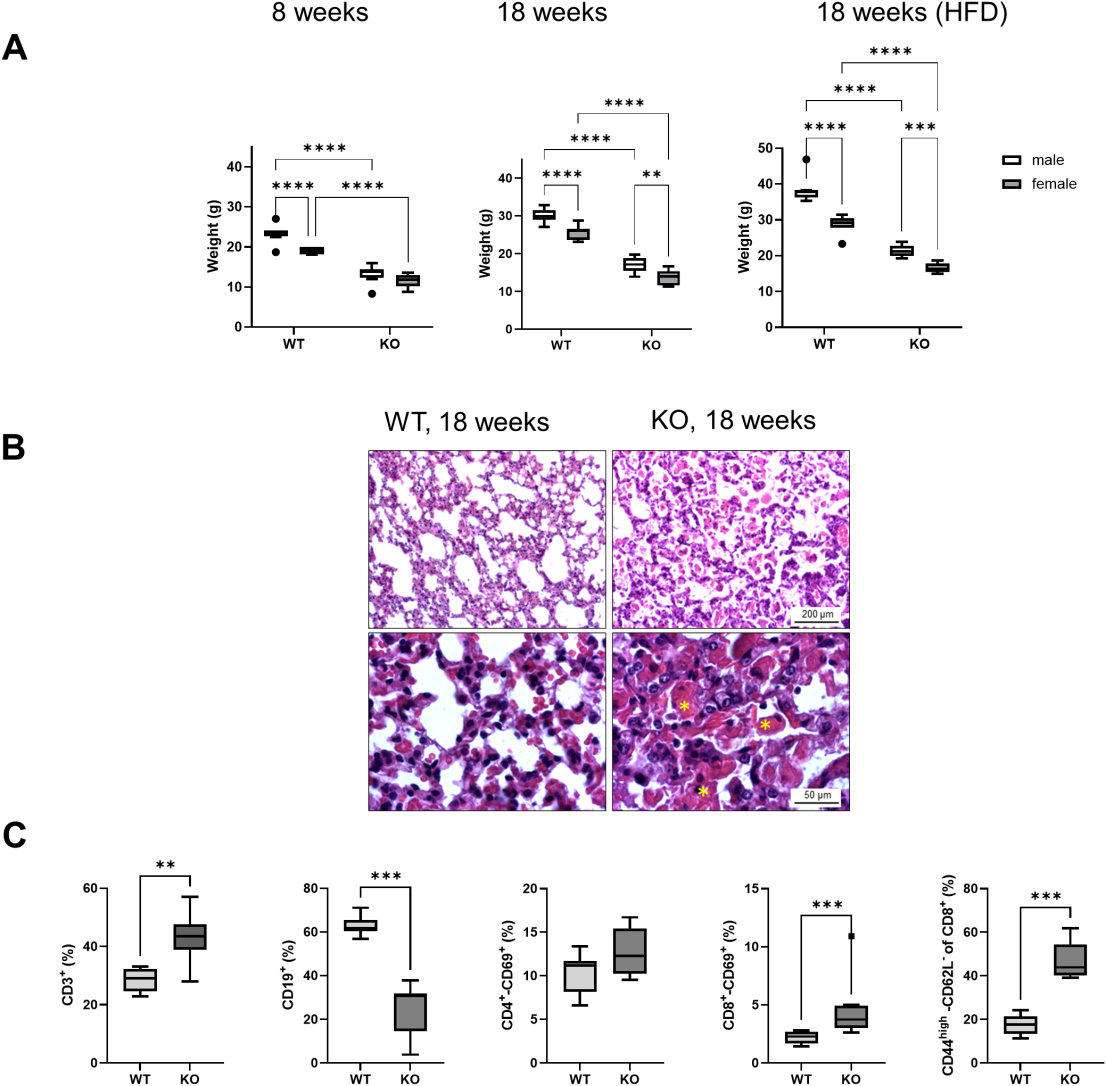
Phenotypic features of Bach2KO mice. **(A)** Bach2WT and Bach2KO mice of the experimental groups, 8 weeks untreated, 18 weeks untreated, and HFD (see **Figure 1**) were weighed on the last day of the experiment. Data are shown as box plots (Tukey) with median (horizontal line). Number of mice: 8 males and 8 females per experimental group. **p < 0.01, ***p < 0.001, and ****p < 0.0001 (two-way ANOVA with uncorrected Fisher’s least significant difference test). **(B)** Sections of lung tissue were stained with hematoxylin and eosin. Asterisks indicate deposits of eosinophilic materials. Original magnifications: 100× and 400×. The findings are representative of 16 mice (8 males and 8 females) of the indicated experimental groups. **(C)** Relative frequencies of lymphocyte subtypes in the spleen. Cells isolated from the spleens of 18-week-old untreated Bach2WT and Bach2KO mice (n = 4 males and 4 females per experimental group) were subjected to flow cytometry using labeled antibodies against CD antigens, and the relative frequencies of the indicated lymphocyte subpopulations were determined. Data are presented as box plots (Tukey) with median (horizontal line). **p < 0.01 and ***p < 0.001 (Mann-Whitney test). Bach2WT, *Bach2* wild type; Bach2KO, *Bach2* knockout; HFD, high-fat diet.

Flow cytometric analysis of spleen cells from 18-week-old Bach2KO mice revealed several immunological abnormalities. Compared with Bach2WT animals, there was a predominance of CD3^+^ T lymphocytes over CD19^+^ B cells. Furthermore, significantly more CD3^+^-CD8^+^ (but not CD3^+^-CD4^+^) cells from Bach2KO mice than from Bach2WT animals expressed the early activation marker, CD69, and significantly higher numbers of CD8^+^-CD44^high^-CD62L^-^ memory effector T cells were observed (**Figure 2C**). The gene expression of two key components of the Bach2 reaction network, *HO-1* and *Nrf2*, did not differ significantly in the spleen cells of Bach2WT and Bach2KO cells. For HO-1, this finding was confirmed at the protein level (**Supplementary Figure S1**). Regarding the known repressive effect of Bach2 on *HO-1* (48), the significance threshold was only narrowly missed (p = 0.054).

### 3.2 Bach2KO mice develop pancreatic lesions typical of AIP

To determine the influence of the *Bach2* gene knockout on pancreatic histology, we examined mice aged 8 and 18 weeks, the latter with and without HFD, and animals that had been treated for 6 weeks with poly I:C as a potential trigger of an autoimmune disease. The histopathological changes were grouped by stage and are shown in **Figure 3A**. These findings are typical of AIP stages 0–3 described in the Materials and Methods. Although few or no inflammatory cells were present in stages 0 and 1, larger infiltrates and smaller lesions were observed in stage 2. In stage 3 samples, extensive infiltration, destruction, and fibrosis were detected. The inflammatory foci were largely composed of CD3^+^ T cells and macrophages expressing the M1 marker, CD68, or the M2 marker, CD163 (**Supplementary Figure S2A**); however, CD138^+^ plasma cells were also observed (**Figure 3A**).

**Figure 3:**
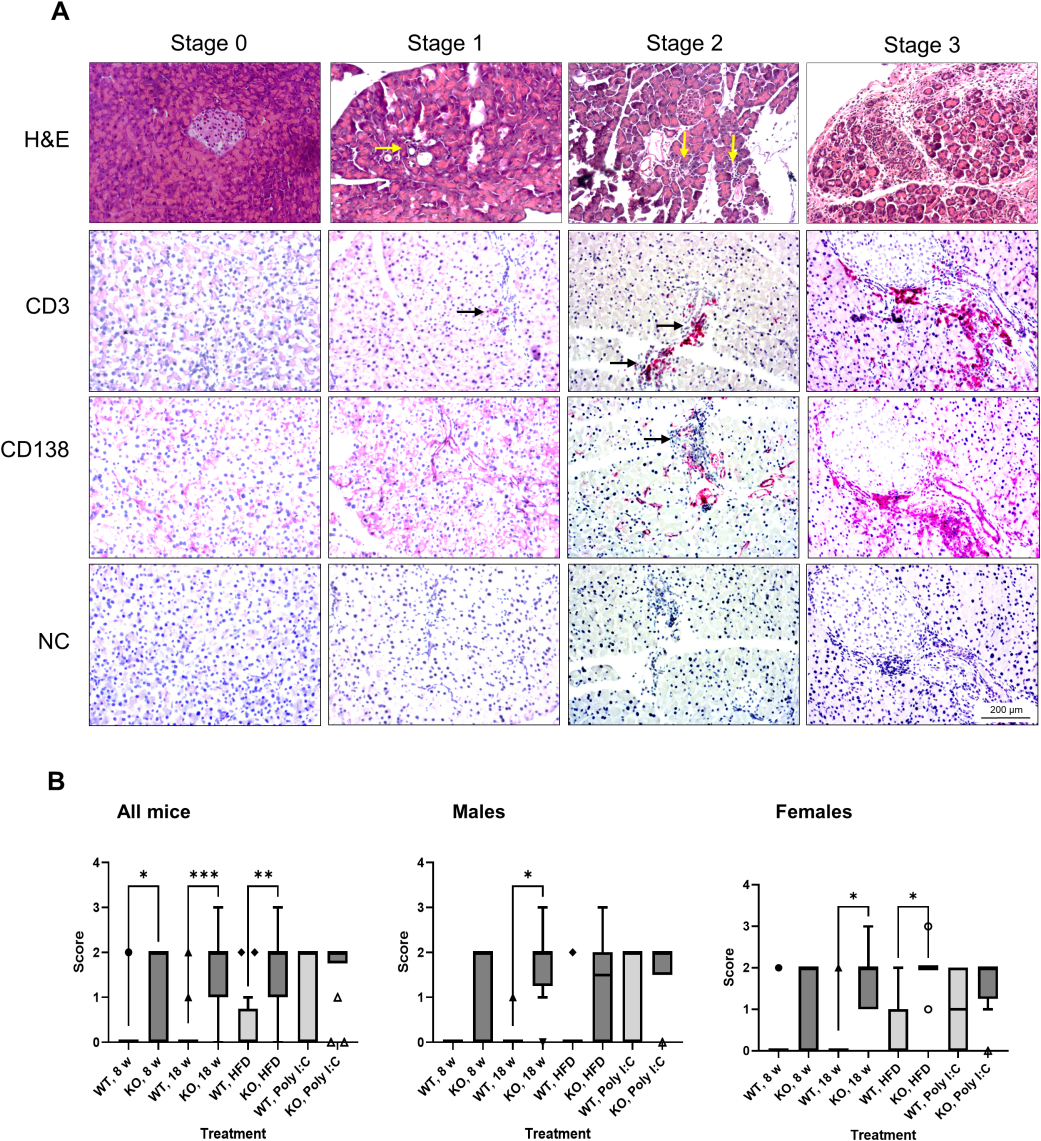
Evaluation of pancreatic histopathology. Bach2WT and Bach2KO mice were either left untreated (8 weeks and 18 weeks groups), fed with HFD, or administered injections of poly I:C as described in the Materials and Methods. **(A)** Upper row (H & E staining). The photographs display representative examples of pancreatic lesions for the AIP stages 0 (healthy pancreas), stage 1 (minimal focal infiltrates), stage 2 (moderate focal lymphocytic infiltration and locally restricted destruction of acinar tissue), and stage 3 (multifocal inflammation, more extensive destruction of acinar tissue, and fibrosis). The arrows point to small infiltrates of inflammatory cells. Lower rows (immunohistochemical analyses). The samples were immunostained for CD3 and CD138 as indicated, while negative controls (NC) were treated with the secondary antibody only (which was identical for CD3 and CD138 staining). Positively stained cells (indicated by arrows) appear red/magenta. Representative microscopic images are shown for each stage of AIP. Original magnifications: 100× and 200×. **(B)** The pancreatic lesions were evaluated by applying the scoring system as described above and in the Materials and Methods. Data are shown as box plots (Tukey) with median (horizontal line). Number of mice: 6–8 males and 7–8 females per experimental group; *p < 0.05, **p < 0.01, and ***p < 0.001 (Kruskal-Wallis test, *post-hoc* analysis; Dunn’s multiple comparison test). H & E, hematoxylin and eosin; NC, negative control; Bach2WT, *Bach2* wild type; Bach2KO, *Bach2* knockout; HFD, high-fat diet; poly I:C, polyinosinic:polycytidylic acid.

In untreated 8- and 18-week-old Bach2WT mice, histological alterations were rare and stage 0 was a typical finding (**Figure 3B**, left panel). In the corresponding Bach2KO groups, significantly higher scores were observed. HFD feeding and poly I:C injections were not associated with significantly higher scores in either Bach2WT or Bach2KO mice than in unchallenged mice of the same genotype. However, the significant difference between the genotypes was lost after poly I:C injections, suggesting some effect of the trigger substance in the Bach2WT animals. Separate analyses of males and females showed similar patterns without fundamental differences (**Figure 3B**, middle and right panels). Taken together, these histological findings suggest that Bach2KO mice are prone to AIP.

In exceptional cases, areas of suspected acinar-to-ductal metaplasia (ADM) were observed in the pancreatic tissues of Bach2KO (but not in Bach2WT) mice (**Figure 4**). ADM is considered a reversible process that enables the regeneration of pancreatic acini. However, persistent inflammation can progress to pancreatic intraepithelial neoplasia, a common precursor of pancreatic ductal adenocarcinoma (49).

**Figure 4:**
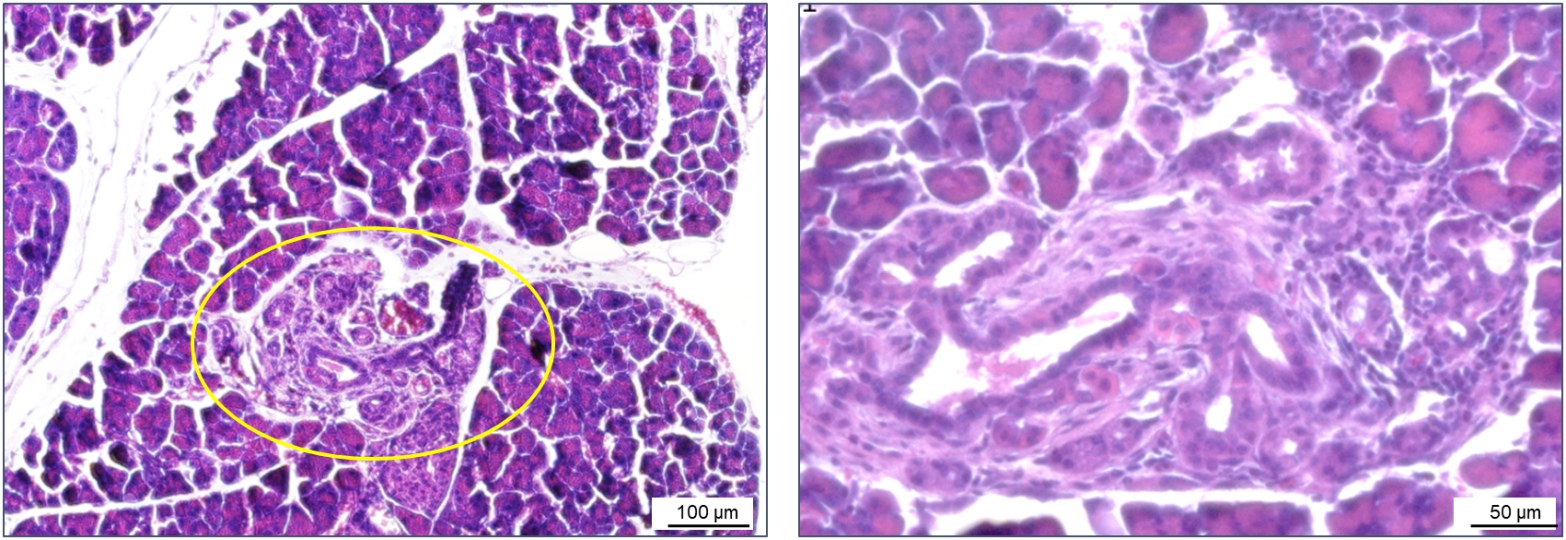
ADM in a Bach2KO mouse. Sections of pancreatic tissue from a Bach2KO mouse (18-week-old, untreated) were stained with hematoxylin and eosin. The area of suspected ADM is encircled; original magnifications: 100× and 200×. ADM, acinar-to-ductal metaplasia; Bach2KO, *Bach2* knockout.

### 3.3 RNA-sequencing and kinome assays suggest activation of autoimmune processes in pancreatic tissue of Bach2KO mice

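RNA-seq covered pancreatic tissue from 8 untreated mice at 18 weeks of age, 4 Bach2WT and 4 Bach2KO mice. Each group held 2 females (mice 1 and 2) and 2 males (mice 3 and 4). Total RNA was made into mRNA libraries, which a commercial provider sequenced as paired-end reads. For 21434 genes, the authors deposited the counts of each library without normalization. Beside them stand the same counts divided by 1 size factor per library, FPKM values (counts per kilobase of gene, after that division, on 1 scale common to all libraries), and the log2 fold changes, p-values and adjusted p-values of the authors' own comparison of the genotypes. The aligner, the counting program and the gene annotation are not named in the paper's text. The total number of counts was 137668139, 77238429, 72299745 and 166529247 in Bach2KO mice 1 to 4 (median 107453284) and 81648148, 152872514, 172029360 and 84052687 in Bach2WT mice 1 to 4 (median 118462600.5). In units of 1000000000 reads, the paper gives 1 to 2 as the number of clean reads per sample, and the values reported here use the counts on genes. The 28 genes on a list of digestive enzymes took 80.5% ± 0.83 of the counts in Bach2KO mice and 81.8% ± 0.58 in Bach2WT mice (mean ± SD, n = 4 each), so all other genes shared the remainder. Counts were compared between the genotypes with edgeR's quasi-likelihood test after TMM normalization, whose factors lay between 1.05 and 1.18 in Bach2KO libraries and between 0.826 and 1.10 in Bach2WT libraries. edgeR's filterByExpr left 12820 genes for the test, and p-values were adjusted by the Benjamini-Hochberg method. The common dispersion was 0.192, a biological coefficient of variation of 0.438 between mice of a group. The filter on low counts, the normalization, covariates and the test itself are the choices that could change the numbers. The knocked-out gene was looked at first, as a check of the labels. Bach2 (ENSMUSG00000040270) lies on chromosome 4 of GRCm39 from 32238804 to 32586108. Its counts were 16, 3, 12 and 14 in the libraries labelled Bach2KO 1 to 4 and 4, 4, 31 and 6 in those labelled Bach2WT 1 to 4. This is 0.0915 ± 0.0515 CPM against 0.0943 ± 0.0845 CPM (mean ± SD, n = 4 each; two-sided exact permutation test, p = 0.943), and the gene did not pass the filter. At this depth Bach2 therefore cannot check the genotype labels, and the genotype of each library is taken from its label. The sex labels could be checked: Xist had 228 to 1172 counts in the libraries labelled female and 0 in those labelled male, and Ddx3y on the Y chromosome had 98 to 203 counts in the libraries labelled male and 0 in those labelled female.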

To gain insight into pancreatic gene expression profiles, pancreatic tissues derived from 18-week-old untreated mice were subjected to RNA-seq. Principal component analysis (PCA) revealed that Bach2WT and Bach2KO mice formed separate clusters (**Figure 5A**). 

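Principal components were computed from log2 CPM values (prior count 2) of the 12820 genes that passed the filter, centred and not scaled. The first component held 23.3% of the variance, the second 21.1% and the third 16.0%. On the first component, the library labelled Bach2KO 3 lay at 101.8 and the other libraries between −34.8 and 7.2. The positions of the 4 libraries labelled Bach2KO and the 4 labelled Bach2WT did not differ beyond their spread on the first (two-sided exact permutation test, p = 0.714), the second (exact p = 0.114) or the third component (exact p = 0.486). Over all components, the distance between the genotypes was set against the distance within them. The pseudo-F was 1.23, with 17.0% of the squared distance lying between the genotypes, and 3 of the 35 splits of the 8 libraries into 4 and 4, the real one included, gave a value as large (exact permutation test, p = 0.0857, where the smallest possible p is 0.0286). The same test for sex gave a pseudo-F of 1.07 (exact permutation test, p = 0.343). Leaving out a single library moved the test for genotype most: p was 0.0286 without Bach2WT mouse 1 and 0.2 without Bach2KO mouse 2 (exact permutation tests). With log2(FPKM + 1) of all genes, the first 2 components held 31.5% and 19.4% of the variance and the exact permutation p for genotype was 0.0571. On the second of these, Bach2KO libraries lay at 0.463 to 17.15 and Bach2WT libraries at −12.79 to 1.43 (exact permutation test, p = 0.0571). Only Bach2WT 4 lay above Bach2KO 1 there, and on the first component these lay at 13.5 and −24.2. A straight line could divide the genotypes in this plane, which was not set against other splits.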

A clustering heatmap of differentially expressed genes (**Figure 5B**) and Gene Ontology (GO) term enrichment analysis (**Figure 5C**) showed that the genes and terms that were upregulated in Bach2KO mice were predominantly associated with activated immune responses, such as antigen processing and presentation, migration, chemotaxis, and cytokine/chemokine action. 

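In edgeR's quasi-likelihood test, 1 of the 12820 genes tested was higher in the libraries labelled Bach2KO at a Benjamini-Hochberg adjusted p-value under 0.05, and 0 were lower. At an unadjusted p-value under 0.05, 500 genes were higher and 457 lower, where 641 genes in all would pass by chance. Of these genes, 52.2% were higher, against 30.3% after a correction for gene length and 30.4% after a correction for GC content. Either correction moved the median log2 fold change of all genes tested from 0.048 to −0.065. The values of the genotypes did not overlap for 575 genes (329 higher, 246 lower), 4.49% of the genes tested, where chance gives 2.86%. DESeq2, the alternative that moved the number of genes most, gave 52 higher and 23 lower genes at an adjusted p-value under 0.05, and edgeR without the filter on low counts gave 55 and 18. The gene past the threshold was Rnase2a (ENSMUSG00000047222; chromosome 14 of GRCm39, 51492719 to 51493569), which encodes an eosinophil-associated ribonuclease. It had 29 to 134 counts in the 4 libraries labelled Bach2KO and 0 counts in the 4 labelled Bach2WT, and was at least 22.1-fold higher against a floor of 3 counts, or 11.1-fold against 6 counts, the floor if both mates of a read pair were counted (adjusted p = 0.0439, edgeR with Benjamini-Hochberg adjustment). Over the fits that each left out 1 mouse, its adjusted p lay between 0.0521 and 0.189 in edgeR. Its reads could have been split with near-identical copies such as Rnase2b and the Ear genes, so its level is uncertain. The Gene Ontology was not used here. Lists of gene symbols stand for the named processes, and each list was tested as a whole with camera (limma, preset correlation 0.01, Benjamini-Hochberg adjustment over 10 lists). Members of the MHC class I pathway presented a median log2 fold change of 0.77 in the libraries labelled Bach2KO, with 20 of 23 genes higher (camera adjusted p = 1.41e-09). Their mean log2 CPM was 1.60 ± 0.11 in the libraries labelled Bach2KO and 0.65 ± 0.39 in those labelled Bach2WT (SD, n = 4 each; exact permutation test, p = 0.0286). Of the MHC class II pathway, 9 of 11 genes were higher, with a median of 1.21 (camera adjusted p = 2.56e-04). Its mean log2 CPM of 1.33 ± 0.45 against 0.37 ± 0.89 overlapped between the genotypes (SD, n = 4 each; exact permutation test, p = 0.143), and in females the libraries labelled Bach2KO had 0.73 and 1.24 and those labelled Bach2WT 1.40 and 0.74. Among chemokine ligands, 13 of 16 genes were higher, with a median of 1.24 (camera adjusted p = 1.11e-07) and a mean log2 CPM of −0.76 ± 0.12 against −1.80 ± 0.52 (SD, n = 4 each; exact permutation test, p = 0.0286). The chemokine median moved most of the 4 lists with the filter on low counts, to 1.89 without a filter and to 0.74 with at least 10 counts in every mouse. All 16 interferon-gamma-inducible genes tested were higher, with a median of 1.38 (camera adjusted p = 1.3e-11) and a mean log2 CPM of −0.81 ± 0.39 against −2.65 ± 0.85 (SD, n = 4 each; exact permutation test, p = 0.0286). With fry, the MHC class I, chemokine and interferon lists stayed under an adjusted p of 0.05 (0.0220 each) and the class II list did not (0.112). With camera and an estimated correlation, none of the 4 lists did (adjusted p = 0.0916 to 0.231). Single genes under 0.05 when adjusted over the list alone numbered 9 of the MHC class I, 8 of the class II, 6 of the chemokine and 5 of the interferon list, against 0 of each over all genes tested. All were higher except Ifi30, which was 1 of the 8 class II genes and was lower. Of the lists' members, 6, 3, 5 and 4, respectively, are among the genes of Table S1, which were picked on these libraries, and 3 members are shared by the chemokine and the interferon list. The members with the smallest p-values were singled out after their values were seen, and all adjusted p-values are from edgeR with Benjamini-Hochberg adjustment. Tap1 (ENSMUSG00000037321; chromosome 17 of GRCm39, 34406527 to 34416199), a peptide transporter, had 3.07 ± 1.03 CPM against 1.21 ± 0.274 CPM (SD, n = 4 each), a log2 fold change of 1.34 (standard error 0.29, adjusted p = 0.340 in edgeR). Ctss (ENSMUSG00000038642; chromosome 3, 95434097 to 95463714), a lysosomal protease, had a log2 fold change of 1.73 (standard error 0.40, adjusted p = 0.352 in edgeR). For Ccl9 (ENSMUSG00000019122; chromosome 11, 83463745 to 83469462), 0.857 ± 0.325 CPM stood against 0.174 ± 0.0396 CPM (SD, n = 4 each; lowest in Bach2WT mouse 4, 0.115 CPM), a log2 fold change of 2.27 (standard error 0.45, adjusted p = 0.266 in edgeR). Irgm2 (ENSMUSG00000069874; chromosome 11, 58090444 to 58113608) rose by 1.84 on the log2 scale (standard error 0.36, adjusted p = 0.266 in edgeR), and overlaps Igtp, which rose by 2.47, so reads of this pair could have been shared. H2-DMb1 rose by 1.64 and Ccl6 by 1.87 on the log2 scale. H2-T23, whose reads could have been shared with other class I genes, rose by 0.93. The values of these 8 genes did not overlap between the genotypes.

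**Figure D1:**
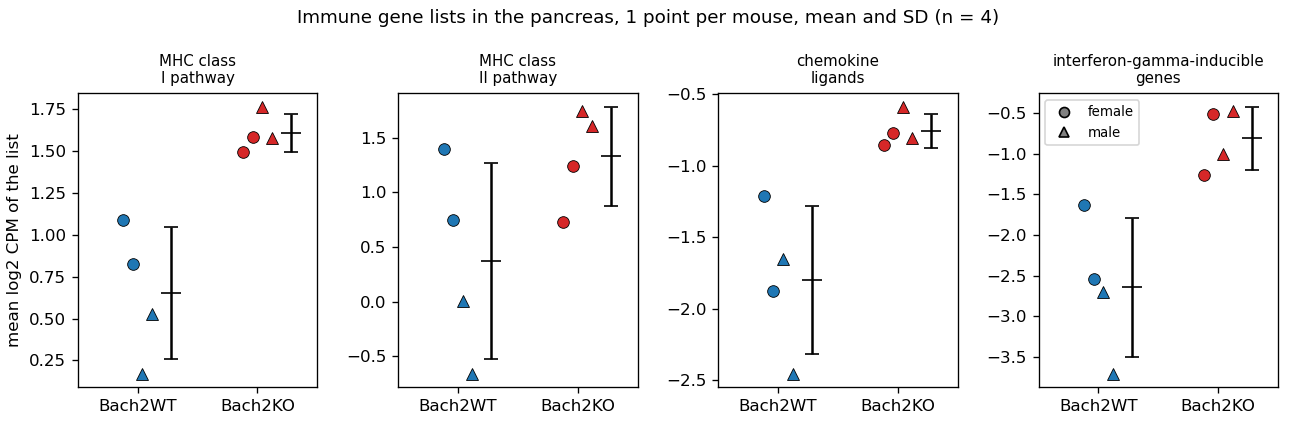
Mean log2 CPM of the tested genes of 4 immune gene lists, with 1 point per mouse (circles, females; triangles, males) and the mean and SD (n = 4) of each genotype. The libraries labelled Bach2KO lie above all those labelled Bach2WT for the MHC class I, chemokine and interferon lists (1.60 against 0.65, −0.76 against −1.80 and −0.81 against −2.65 on average), whereas the genotypes overlap for the class II list.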

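Lists of genes of energy metabolism were tested with camera in the same way. Nuclear-encoded subunits of oxidative phosphorylation had a median log2 fold change of −0.28 in the libraries labelled Bach2KO, with 67 of 80 genes lower (camera adjusted p = 5.9e-11). Of these, 25 were lower at an unadjusted p-value under 0.05 and 0 passed when adjusted over the list alone. The mean log2 CPM of the list was 3.75 ± 0.14 in the libraries labelled Bach2KO and 3.99 ± 0.16 in those labelled Bach2WT (SD, n = 4 each), a difference that did not exceed the spread (exact permutation test, p = 0.0857). The correction for GC content moved the median most, to −0.39. Genes of the tricarboxylic acid cycle had a median of −0.18, with 15 of 21 genes lower (camera adjusted p = 1.19e-03), and 4 of them also belong to the oxidative phosphorylation list. Their mean log2 CPM was 2.71 ± 0.088 against 2.88 ± 0.13 (SD, n = 4 each; exact permutation test, p = 0.114). Of the mitochondrial ribosomal proteins, 54 of 77 genes were lower, with a median of −0.15 (camera adjusted p = 1.5e-04) and a mean log2 CPM of 1.58 ± 0.12 against 1.69 ± 0.11 (SD, n = 4 each; exact permutation test, p = 0.257). In neither list did a gene pass when adjusted over the list alone, with 3 genes of the cycle and 15 of the ribosomal proteins lower at an unadjusted p-value under 0.05. Corrections for gene length and GC content moved these 2 medians to −0.32 and −0.29 for the cycle and to −0.25 with either correction for the ribosomal proteins. None of the 3 lists passed an adjusted p of 0.05 with fry (0.112, 0.112 and 0.187) or with camera and an estimated correlation (0.231 each). The 12 transcripts of oxidative phosphorylation encoded by the mitochondrial genome had a median of 0.17 (camera adjusted p = 0.801), which fell to −0.38 without Bach2KO mouse 3 (camera adjusted p = 1.82e-04). Cytosolic ribosomal proteins, a list not tied to aerobic metabolism, had a median of −0.10 over 77 genes (camera adjusted p = 0.0557). This list passed without Bach2KO mouse 3 and without Bach2WT mouse 1 (camera adjusted p = 1.82e-04 and 6.5e-06), with RLE factors, with the GC correction and without the filter on low counts. Digestive enzymes, the main products of acinar cells, had a median of −0.34, with 22 of 28 genes lower (camera adjusted p = 1.35e-07, fry adjusted p = 0.0429). Their mean log2 CPM was 11.7 ± 0.14 against 12.0 ± 0.22 (SD, n = 4 each; exact permutation test, p = 0.0571), and the median was −0.20 without Bach2WT mouse 2. Of the digestive enzymes, 7 passed when adjusted over the list alone, all lower, and 7 are listed in Table S1. Among single genes, picked for their small p-values after these were seen, Ndufa3 (ENSMUSG00000035674; chromosome 7 of GRCm39, 3620372 to 3623326), a subunit of complex I, had 10.1 ± 2.02 CPM against 17.6 ± 3.22 CPM (SD, n = 4 each). Its log2 fold change was −0.80 (standard error 0.19, adjusted p = 0.352 in edgeR with Benjamini-Hochberg adjustment). Uqcrc1 (ENSMUSG00000025651; chromosome 9, 108765701 to 108778691) had a log2 fold change of −0.44 (standard error 0.14, adjusted p = 0.531 in edgeR). For Ogdh and Pdhx of the cycle, the log2 fold changes were −0.54 and −0.73 (edgeR adjusted p = 0.557 and 0.636). For Mrps24 and Mrpl24 of the mitochondrial ribosome, they were −0.73 and −0.58 (edgeR adjusted p = 0.352 and 0.456). Apart from Ogdh, the values of these 6 genes did not overlap between the genotypes.

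**Figure D2:**
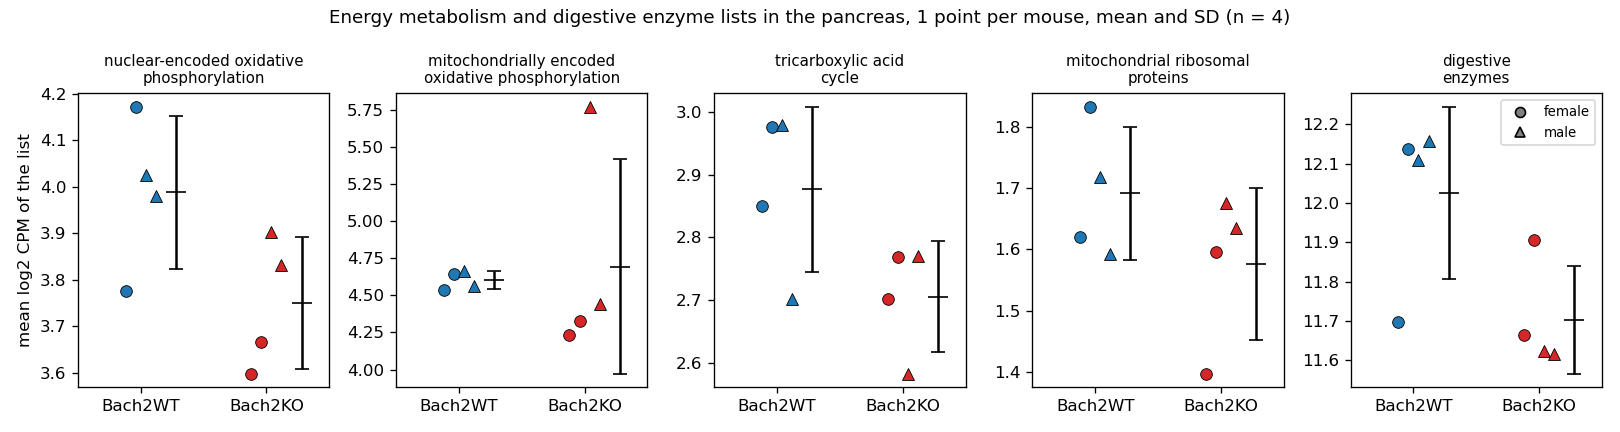
Mean log2 CPM of the tested genes of 5 lists, with 1 point per mouse (circles, females; triangles, males) and the mean and SD (n = 4) of each genotype. The means of the libraries labelled Bach2KO are lower for nuclear-encoded oxidative phosphorylation (3.75 against 3.99), the tricarboxylic acid cycle (2.71 against 2.88), mitochondrial ribosomal proteins (1.58 against 1.69) and digestive enzymes (11.7 against 12.0), the mean for mitochondrially encoded transcripts is 4.69 against 4.60, and the genotypes overlap in each list.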

For genes downregulated in Bach2KO mice, enrichment of GO terms linked to energy production via aerobic metabolism was observed.

**Figure 5:**
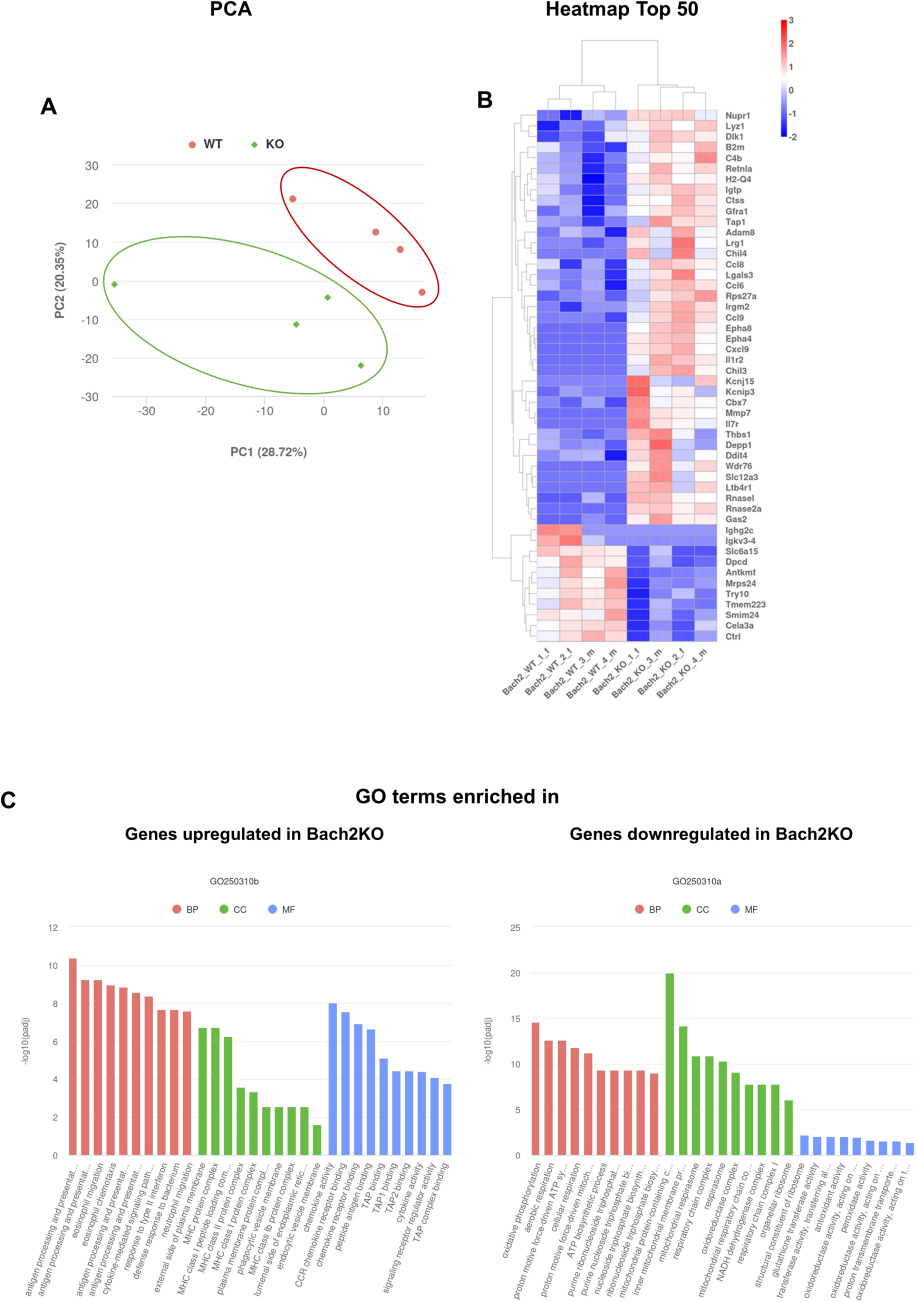
RNA-seq analyses of pancreatic samples derived from 18-week-old untreated mice. The diagrams are based on the analysis of two female and two male *Bach2* wild type mice (termed Bach2_WT^_1_f^, 2_f, 3_m, and 4_m), and two female and two male *Bach2* knockout mice (termed Bach2_KO^_1_f^, 2_f, 3_m, and 4_m). **(A)** Principal component analysis (PCA) of gene expression profiles (with manually encircled clusters). **(B)** Clustering heatmap of the top 50 differentially expressed genes (up- or down-regulated) from the comparison of Bach2WT versus Bach2KO mice, based on the adjusted p-values. **(C)** GO term enrichment analysis for transcripts enriched in Bach2WT and Bach2KO mice, based on the adjusted p-values. The adjustment for multiple hypothesis testing was performed using the Benjamini-Hochberg false discovery rate method. Bach2WT, *Bach2* wild type; Bach2KO, *Bach2* knockout; GO, Gene Ontology; BP, Biological Process; CC, Cellular Component; MF, Molecular Function. A list of the top 200 genes, along with log2FoldChanges and the corresponding adjusted p-values for all comparisons, is provided in **Supplementary Table S1**. The details of the GO terms are listed in **Supplementary Table S2**.

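Supplementary Table S1 lists 200 genes, 130 with a higher and 70 with a lower level in Bach2KO mice, of which the paper gives 75 an adjusted p-value under 0.05. Of the 200 genes, 157 passed the filter for edgeR. All 157 changed in the listed direction with an unadjusted p-value under 0.05, and 1 had a Benjamini-Hochberg adjusted p-value under 0.05 in edgeR. The list was picked on the same 8 libraries and is not independent evidence. With DESeq2 on the same counts, all 200 genes changed in the listed direction and 75 had an adjusted p-value under 0.05. Of the 75 genes, 59 passed the filter for edgeR, 67 had no overlap between the genotypes and 26 had a mean normalized count under 50. Among the first 12 genes of Table S1, the following were tested in edgeR beside Rnase2a, with Benjamini-Hochberg adjustment throughout. Retnla (ENSMUSG00000061100; chromosome 16 of GRCm39, 48662914 to 48664824), a secreted product of alternatively activated macrophages, had 4.85 ± 2.03 CPM in the libraries labelled Bach2KO and 0.702 ± 0.444 CPM in those labelled Bach2WT (SD, n = 4 each). Its log2 fold change was 2.79 (standard error 0.46, adjusted p = 0.235 in edgeR), and the paper's reported value is 2.78. With DESeq2, but not with edgeR, the effect of genotype on Retnla differed between the sexes at an adjusted p-value under 0.05. Lrg1 (ENSMUSG00000037095; chromosome 17, 56426678 to 56429001) had a log2 fold change of 2.40 (standard error 0.45, adjusted p = 0.266 in edgeR), with 2.37 as the paper's value. Lgals3 (ENSMUSG00000050335; chromosome 14, 47605208 to 47623617) rose by 2.11 on the log2 scale (standard error 0.43, adjusted p = 0.297 in edgeR; the paper's value is 2.10). Lyz1 (ENSMUSG00000069515; chromosome 10, 117123702 to 117128773), whose reads could have been shared with its paralog Lyz2, rose by 2.95 (standard error 0.63, adjusted p = 0.330 in edgeR; the paper's value is 2.93). Among the genes tested in edgeR, 3 of the 12 were lower. Try10 (ENSMUSG00000071521; chromosome 6, 41331039 to 41334848), a trypsinogen, had 289 ± 96.0 CPM against 714 ± 149 CPM (SD, n = 4 each) and a log2 fold change of −1.31 (standard error 0.24, adjusted p = 0.266 in edgeR; the paper's value is −1.33). Cela3a (ENSMUSG00000078520; chromosome 4, 137128865 to 137137102), an elastase, had a log2 fold change of −1.18 (standard error 0.22, adjusted p = 0.266 in edgeR; the paper's value is −1.20). Reads of Try10 and Cela3a could have been shared with Try4 and Try5 and with Cela3b, respectively, so both are uncertain. Smim24 (ENSMUSG00000078439; chromosome 10, 81228885 to 81231226) had a log2 fold change of −1.39 (standard error 0.25, adjusted p = 0.266 in edgeR; the paper's value is −1.41). Epha8 and Mmp7 had 0 counts in every library labelled Bach2WT. Against a floor of 3 counts, Epha8 (ENSMUSG00000028661; chromosome 4, 136656730 to 136684127), with 16 to 32 counts in the libraries labelled Bach2KO, was at least 7.27-fold higher, or 3.63-fold against a floor of 6 counts (adjusted p = 0.326 in edgeR). Mmp7 (ENSMUSG00000018623; chromosome 9, 7692091 to 7699586), with 10 to 95 counts and the highest in mouse 1, was at least 7.89-fold higher, or 3.95-fold against 6 counts (adjusted p = 0.340 in edgeR). Bach2KO mouse 1 had 0.587 CPM of Mmp7 against 0.0829 to 0.159 in the others of its group, so both bounds would be lower without it. Chil4 and Ighg2c did not pass the filter. Chil4 (ENSMUSG00000063779; chromosome 3, 106108806 to 106126823) had 2 to 89 counts in the libraries labelled Bach2KO and 0 in those labelled Bach2WT. Ighg2c (ENSMUSG00000076612; chromosome 12, 113248945 to 113252552), an immunoglobulin heavy chain gene, had 433 and 466 counts in the female libraries labelled Bach2WT and 0 in the other libraries, and its reads could have been shared with other Ighg genes.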

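Supplementary Table S2 gives Gene Ontology terms enriched among the genes that were higher or lower in Bach2KO mice. The terms for higher genes, 30 in number, contain 153 different genes, and the 29 terms for lower genes contain 102. In the authors' deposited table, all of these genes have an unadjusted p-value under 0.05 (the largest are 0.0494 and 0.0496), and 28 and 3 of them, respectively, have an adjusted p-value under 0.05. An enrichment over sets not picked on these libraries was computed with camera from the mouse Reactome pathways, using the 810 sets with 10 to 300 genes tested. At a Benjamini-Hochberg adjusted p-value under 0.05, 16 sets were higher and 12 lower in the libraries labelled Bach2KO, and with fry 0 sets passed in either direction. After the correction for gene length, 13 sets were higher and 13 lower with camera. The smallest p-value belonged to respiratory electron transport with ATP synthesis (95 genes, median log2 fold change −0.23, camera adjusted p = 1.1e-05). Immunoregulatory interactions between lymphoid and other cells followed among the higher sets (34 genes, median 0.53, camera adjusted p = 4.8e-05), then the endosomal/vacuolar pathway (11 genes, median 0.93, camera adjusted p = 1.2e-04). Interferon gamma signaling had a median of 0.49 over 59 genes (camera adjusted p = 7.3e-04), and chemokine receptors with their ligands had 0.83 over 17 genes (camera adjusted p = 0.00521). The elongation step of mitochondrial translation was lower (81 genes, median −0.14, camera adjusted p = 0.00648).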

To further investigate the changes in signaling pathways in the pancreatic tissues of Bach2WT and Bach2KO mice, we performed a chip-based kinome analysis. Interestingly, many PTKs involved in T cell activation, such as the SRC family members, SRC, LYN, YES, ZAP-70, FAK1/2, and Syk (50, 51), were activated in Bach2KO mice (**Figures 6A, B**). In agreement with this, the most prominent Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways found in the pancreatic tissue of BachKO mice were related to chemokines (**Figures 6C, D**) and PD−1/PDL1 signaling (**Figure 6C**).

**Figure 6:**
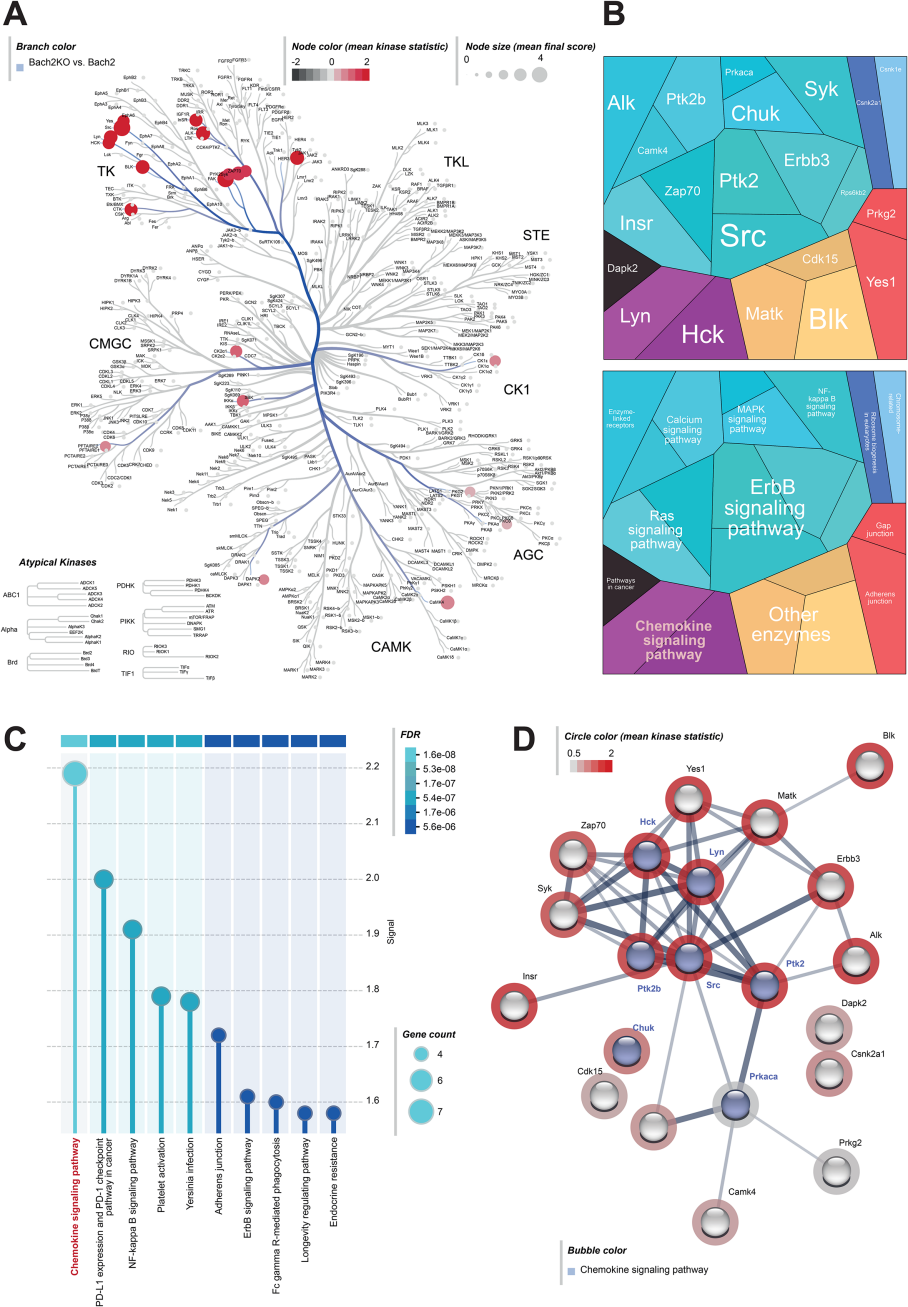
Kinome analysis of pancreatic samples derived from 18-week-old untreated mice. Pancreatic tissues of untreated Bach2WT and Bach2KO mice were analyzed for kinase pathways using chip-based kinome activity assays. **(A)** Kinome tree of all up-regulated PTKs and STKs in Bach2KO mice. Node size: mean final score; node color: mean kinase statistic. **(B)** Two different hierarchy levels of proteomaps and **(C)** KEGG pathway analysis showing upregulated kinases and signaling pathways in Bach2KO compared to that in Bach2WT mice. **(D)** STRING pathway analysis of the relevant activated kinases in Bach2KO mice (red circle: mean kinase statistic), indicating the kinases involved in the “chemokine signaling pathway”, (highlighted in blue). Data is based on three mice (males only) per group. Bach2WT, *Bach2* wild type; Bach2KO, *Bach2* knockout; PTK, protein tyrosine kinase; STK, serine-threonine kinase; KEGG, Kyoto Encyclopedia of Genes and Genomes.

Overall, the RNA-seq and kinome data were consistent with the activation of autoimmune processes in the pancreas of Bach2KO mice.

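Lists of marker genes for immune cells were tested with camera in the 8 pancreatic libraries, with Benjamini-Hochberg adjustment over 14 marker lists. T cell markers had a median log2 fold change of 0.91 in the libraries labelled Bach2KO, with 8 of 9 genes tested higher (camera adjusted p = 0.0131). The adjusted p of this list was 0.148 without Bach2KO mouse 1 (median 0.24), 0.0508 without Bach2KO mouse 4 and 0.210 without Bach2WT mouse 3 (median 0.60), and the median was 1.96 without Bach2WT mouse 1. Macrophage markers had a median of 0.66, with 10 of 13 genes higher (camera adjusted p = 0.00889, and 0.0639 without Bach2KO mouse 3). The median of this list was 0.43 without Bach2WT mouse 4. B cell markers were lower, with a median of −1.45 over 6 genes (camera adjusted p = 0.0346). This median was −0.19 without Bach2WT mouse 1 (camera adjusted p = 0.410), and the adjusted p was 0.0740 without Bach2KO mouse 3 and 0.491 without Bach2WT mouse 2. The B cell list also did not pass after the gene-length and GC corrections (camera adjusted p = 0.0910 and 0.0909). With all counts halved, neither the T cell nor the B cell list passed, over 3 genes each (camera adjusted p = 0.138 and 0.249). Plasma cell and immunoglobulin genes had a median of −0.15 over 8 genes (camera adjusted p = 0.0697). It was −2.32 without Bach2KO mouse 1 and 0.51 without Bach2WT mouse 1. The list passed without Bach2KO mouse 1, Bach2KO mouse 4 and Bach2WT mouse 4 (camera adjusted p = 0.00121, 0.0328 and 6.57e-05), without the filter on low counts (0.00416) and with the replicate number as a block (0.0336). Neutrophil markers had a median of 1.13 over 2 genes (camera adjusted p = 0.220), which was 0.64 without Bach2KO mouse 2 and 3.58 over 3 genes without Bach2WT mouse 1. Its camera adjusted p was 0.00401 without Bach2KO mouse 1, 0.0111 without Bach2WT mouse 1, 0.0306 without Bach2WT mouse 4 and 0.00695 over 11 genes without the filter. Neither fry nor camera with an estimated correlation gave any of these 5 lists an adjusted p under 0.05. The Reactome set of T cell receptor signaling had a median of 0.30 over 46 genes (camera adjusted p = 0.0344). From the immune genes and terms that were higher in Bach2KO mice and from the kinases of T cell activation and chemokine signaling found in its kinome analysis, the paper proposes that autoimmune processes are active in this pancreas.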

### 3.4 Bach2KO mice are protected from HFD-induced fatty liver disease

As a quality control for HFD, histological examinations of mice livers were performed (**Figure 7**), aiming to document fatty liver disease. The livers of untreated 18-week-old Bach2WT and Bach2KO mice did not show gross abnormalities upon H & E staining. As expected, the livers of HFD-fed Bach2WT mice showed severe steatosis and hepatocyte ballooning, consistent with fatty liver disease, whereas inflammatory cell infiltration was absent. Unexpectedly, HFD-fed Bach2KO mice did not develop hepatic steatosis and there was no damage to the hepatocytes (**Figure 7A**, upper row). In both genotypes, low number of CD3^+^ T cells were observed, either as single cells or small clusters. CD3^+^ T cells were particularly rare in the liver tissue of HFD-fed Bach2WT mice (**Figure 7A**, lower rows), whereas CD68^+^ and CD163^+^ macrophages were present at similar densities in both Bach2WT and Bach2KO mice (**Supplementary Figure S2B**). A histological scoring system (**Table 1**) was used to confirm the findings. Parenchymal involvement indicated by steatosis, microvesicular steatosis, hepatocyte ballooning, and the presence of Mallory’s hyaline was significantly higher in Bach2WT than in Bach2KO mice (**Figure 7B**). Separate analysis of male and female mice revealed that general liver steatosis was largely restricted to male Bach2WT mice, whereas the differences between the genotypes regarding microvesicular steatosis and hepatocyte ballooning were independent of sex (**Supplementary Figure S3**). Collagen staining showed that neither the HFD-fed Bach2WT nor Bach2KO mice developed pronounced fibrosis (**Figure 7C**). Taken together, these data suggest that *Bach2*-deficient mice are protected from HFD-induced fatty liver disease.

**Figure 7:**
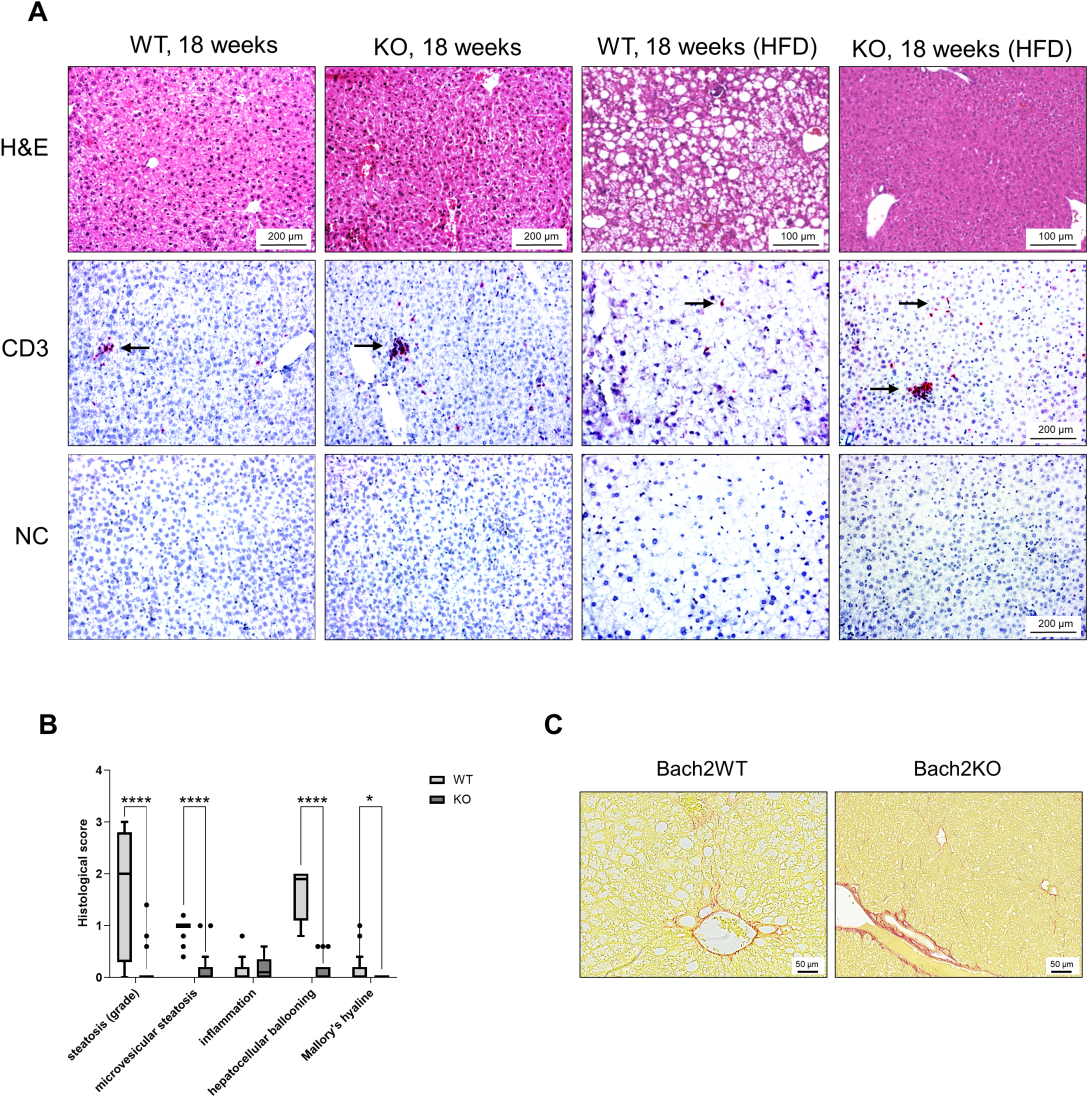
Evaluation of liver histopathology. Bach2WT and Bach2KO mice were either left untreated (18 weeks groups) or fed with HFD as described in the Materials and Methods. Each experimental group consisted of 8 males and 8 females. **(A)** Upper row: H & E staining; lower rows: immunohistochemical analyses. The samples were immunostained for CD3 as indicated, while negative controls (NC) were treated with only the secondary antibody. Positively stained cells (indicated by arrows) appear red/magenta. Representative microscopic images are shown for each group. **(B)** Fatty liver disease of HFD-fed mice was assessed by applying a scoring system as described in the Materials and Methods. Data are shown as box plots (Tukey) with median (horizontal line). *p < 0.05 and ****p < 0.0001 (Mann-Whitney-test). **(C)** Liver tissues of HFD-fed mice were subjected to staining with Sirius Red for collagen visualization. The findings are typical for the respective experimental groups. Original magnifications: 100× and 200×. H & E, hematoxylin and eosin; NC, negative control, Bach2WT, *Bach2* wild type; Bach2KO, *Bach2* knockout; HFD, high-fat diet.

## 4 Discussion

In previous genome-wide association studies, we have identified *Bach2* as a potential risk gene for murine AIP (4). Here, we used Bach2KO mice to study their susceptibility to AIP and gain additional mechanistic insights into the pathogenesis of the disease. The reproducibility of preclinical animal research has been shown to improve with heterogeneity of the study samples (52). We considered this important aspect by performing all the studies in parallel at two sites with independent mouse colonies and in animals of both sexes. As AIP developed spontaneously in Bach2KO mice, we concluded that *Bach2* played a pathogenic role in experimental AIP.

Although this is the first study to directly implicate *Bach2* in the pathogenesis of AIP, genetic variations within the human *BACH2* locus have generally been associated with CP (30). This supports the concept that *Bach2*-dependent autoimmunological processes are involved not only in AIP but also in the progression of more common forms of CP. The transcriptional repressor, Bach2, is predominantly expressed in B and T lymphocytes, where it regulates terminal differentiation and maturation. Consistent with the established functions of Bach2 in immune cells, we observed increased infiltration of exocrine pancreatic tissue by CD3^+^ T cells, CD138^+^ plasma cells, and macrophages. Although this was accompanied by incipient destruction of the pancreatic tissue and occasional fibrosis, the overall histological changes were mild compared to those in AIP-prone MRL/MpJ mice. This may be because additional genetic traits present in the latter strain may be absent in the Bach2KO mice that has a C57BL/6 background.

In this study, we investigated the interplay between genetic risks and environmental factors by feeding subgroups of mice a HFD or injecting them with poly I:C. Previously, we and others have shown poly I:C to be a potent trigger of AIP in mice (14, 31). HFD tended to be associated with more severe disease stages, whereas a low-calorie diet showed a protective effect (4). Importantly, these earlier studies were conducted in mice that were prone to spontaneously developing the disease (MRL/MpJ strain and outbred mice with the genetic traits of MRL/MpJ mice). In contrast, the Bach2 mice used in this study had a C57BL/6N background, which does not predispose them to autoimmune diseases at young age. The results of the current study, specifically the histological findings, RNA-seq data, and results of the PamGene multiplex kinase activity assays, showed that Bach2KO mice are prone to spontaneous AIP. In contrast, Bach2WT mice developed the disease neither spontaneously nor after HFD. Statistically significant differences between the genotypes were no longer detectable after administration of the strong trigger of poly I:C. The pancreatic phenotype of Bach2KO mice correlated with the presence of more early activated and memory effector CD8^+^ T cells in the spleen, implicating disturbed immune homeostasis with dysregulated activation of adaptive immune system cells in the pathogenesis of the disease.

In addition, our investigations yielded a second and unexpected result: we found that only Bach2WT mice fed a HFD developed fatty liver disease. Bach2KO mice were protected and showed largely normal liver histology after approximately 3 months of HFD feeding. In humans, metabolic dysfunction-associated steatotic liver disease is a serious public health issue estimated to affect more than one-third of adults worldwide. MASLD is closely associated with insulin resistance, obesity, dyslipidemia, arterial hypertension, and genetic risk factors. Among the different phases of liver injury summarized under the term MASLD, isolated hepatic steatosis is the earliest and potentially reversible stage. However, steatosis can develop via metabolic dysfunction-associated steatohepatitis into a progressive necroinflammatory disease, with a significant risk of further progression to fibrosis, cirrhosis, and hepatocellular carcinoma (53, 54). The main features of the liver histopathology in HFD-fed Bach2WT mice were steatosis and hepatocyte ballooning, whereas no marked inflammation or fibrosis was observed, consistent with a relatively early stage of liver injury.

The finding that elimination of the inflammatory inhibitor, Bach2, exerts a protective effect in fatty liver disease appears to be initially intriguing. The results of a bioinformatics study by Li et al. (55) on microarray datasets from patients with MASLD are therefore all the more remarkable. The authors originally identified 18 immune-related differentially expressed genes. After further analyses, only two genes were upregulated in MASLD, and *BACH2* was one of the upregulated genes (in addition to *S100A9*).

However, the molecular and immunological mechanisms that underlie Bach2 action in HFD-induced fatty liver disease still need to be investigated. Notably, lower numbers of CD4^+^ T cells have been reported in the liver of patients (56), supporting the hypothesis that immune function is suppressed in MASLD (55). The elimination of the repressor effect of Bach2 in our mouse model could therefore lead to the reactivation of immune response, which in turn prevents the development of liver steatosis. However, the role of autoaggressive T cells (CD8^+^-CXCR6^+^) in the pathogenesis of MASLD should not be overlooked (57). The direct effects of *Bach2* knockout in resident liver cells may also play a role in preventing fatty liver disease, although the data regarding this is limited. Silencing of *Bach2* in the HepG2 cell line is associated with decreased lipid accumulation (55). It is noteworthy that *Bach2* deficiency was found to promote intestinal epithelial regeneration by accelerating DNA repair in intestinal stem cells (58). Future studies should investigate whether a similar mechanism leads to improved regeneration of hepatocytes from *Bach2*-deficient stem cells.

One limitation of the constitutive *Bach2* knockout model used in this study was the severe phenotype of the mice, which had to be euthanized after 18 weeks to minimize suffering from the previously characterized lung disease (46, 47). While this period was sufficient for the development of mild AIP and fatty liver disease caused by the HFD, longer follow-up periods are necessary to observe more advanced disease stages, such as liver fibrosis and cirrhosis. The short observation period also prevented further investigation of possible consequences of ADM in Bach2KO animals, which may increase the risk of developing precancerous lesions and pancreatic cancer. The use of conditional/cell-specific *Bach2* knockout models with less severe phenotypes is a logical next step, and it is expected to yield additional mechanistic insights.

Collectively, our results establish *Bach2* as a protective genetic factor in experimental AIP and provide the first evidence that *Bach2* potentially contributes to the pathogenesis of MASLD in mice. The key findings of this study are presented in **Figure 8**. Whether BACH2 is a suitable therapeutic target in patients with MASLD, as postulated (55), should be further investigated in preclinical studies.

**Figure 8:**
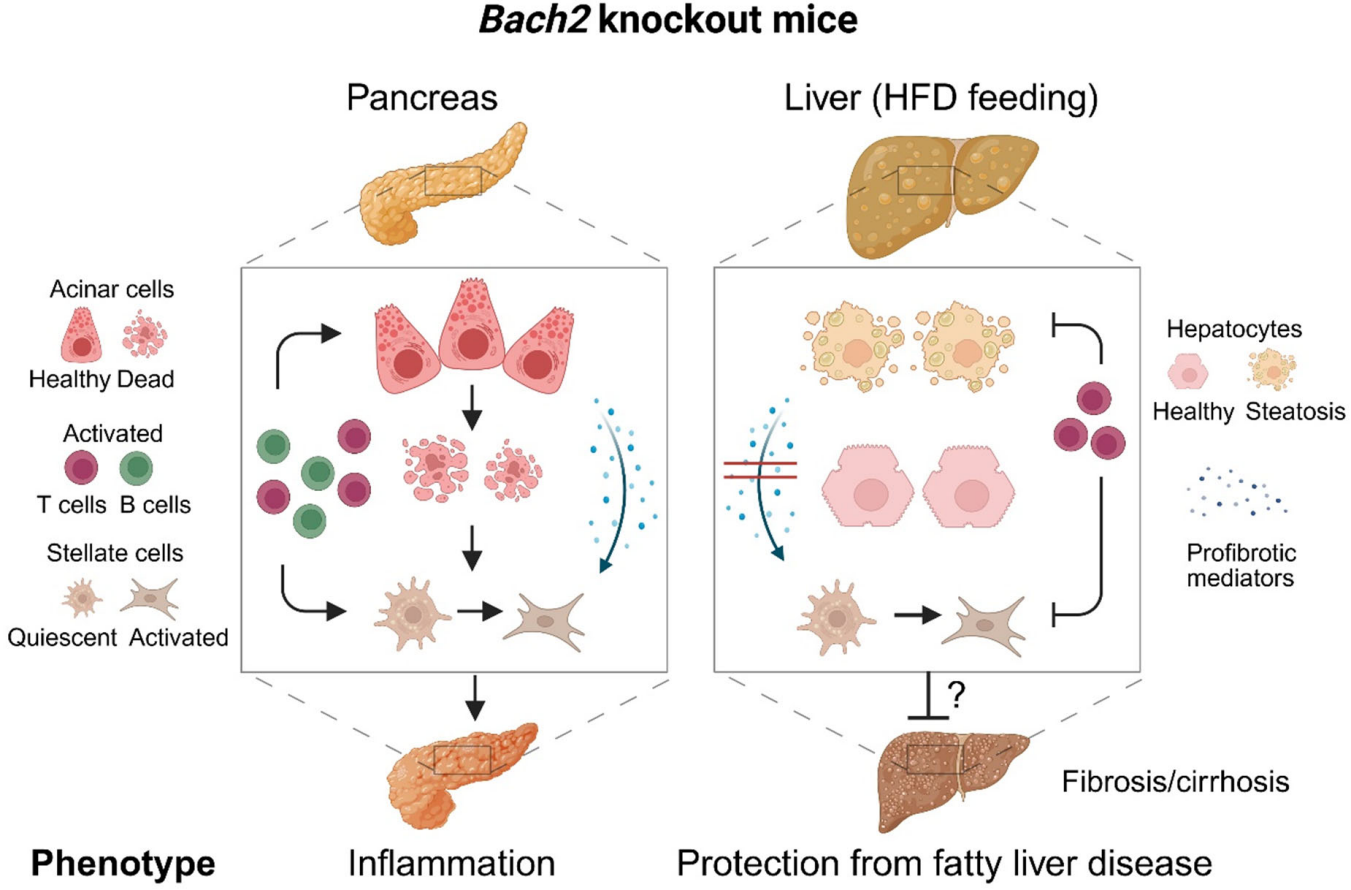
Effects of *Bach2* knockout in the pancreas and liver. Pancreas: While the pancreas of wild type mice was healthy, *Bach2* knockout mice developed mild autoimmune pancreatitis with infiltrates of T cells and plasma cells, an incipient destruction of pancreatic tissue, and some fibrosis. Pancreatic fibrosis, similar to hepatic fibrosis, is caused by the activation of stellate cells (59). Liver: In response to HFD-feeding, *Bach2* wild type mice developed a fatty liver disease, while the liver of *Bach2* knockout mice remained healthy. We hypothesize that T cells are involved in mediating the protective effect of the gene knockout, as they were present in higher numbers than in the liver tissue of HFD-fed wild type mice. Within the relatively short observation period (up to the 18th week of life), fatty liver disease did not progress to cirrhosis even in wild type mice. The persistence of the protective effect of the gene knockout should therefore be further investigated in follow-up studies, as should the molecular mechanisms of Bach2 action. HFD, high-fat diet. Created in BioRender. Jaster, R (2025). https://BioRender.com/ph4c91u.

## Data Availability

The complete RNA-seq data will be available in the Gene Expression Omnibus database (60) (GEO accession number: GSE296473). Further raw data supporting the conclusions of this article will be made available by the authors on request and without reservation.

How the deposited data were processed for this re-analysis (not part of the article)

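The data are RNA-seq libraries of pancreatic tissue from 4 Bach2WT and 4 Bach2KO mice, untreated and 18 weeks old, with 2 females and 2 males per group. Total RNA was isolated, made into mRNA libraries and sequenced as paired-end reads. The authors deposited 1 table with a column of counts per gene and library, which hold no normalization. The same table gives a normalized signal, which is each count divided by 1 size factor per library as deposited by the authors, and FPKM values, which the authors made by dividing that signal by the gene length and by 1 constant common to all libraries. The deposited table further holds the authors' log2 fold changes, p-values and adjusted p-values for Bach2KO against Bach2WT. An adjusted p-value of 1 is written there for 5918 genes, and 111 genes have no p-value. The aligner, the counting program and the gene annotation are not named in the paper's text. The gene coordinates in the table were taken as those of GRCm39, since they differ from the GRCm38 annotation used here for the GC content and Entrez identifiers, which were matched by Ensembl identifier only. All columns of per-library values could be matched to a sample by name. The lowest total of a gene over the 8 libraries was 2 counts, and no entry lacked a gene name.

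Everything else was computed from the deposited counts. The libraries held 72299745 to 172029360 counts on genes. A count of 0 in a library is given with a floor of 3 counts, intervals of shares are 95% Wilson intervals, and both cover counting error only. If both mates of a read pair were counted, as the excess of even counts would have it, this floor is 6 counts and the intervals are wider. The genotypes were compared with edgeR 4.0.16 (quasi-likelihood fit and test, TMM normalization, filterByExpr on genotype, no covariate, all 8 mice), which tested 12820 of 21434 genes. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Log2 CPM values used a prior count of 2. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. CPM values were normalized with the TMM factors. Where all libraries of a group were at or under the floor, a fold was computed against the floor. Single values per mouse were compared with two-sided exact permutation tests, for which 0.0286 is the smallest possible p.

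Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) on log2 CPM values, with fry and with camera under an estimated correlation as alternatives. There were 10 gene families: MHC class I pathway, MHC class II pathway, chemokine ligands, interferon-gamma-inducible genes, nuclear-encoded and mitochondrially encoded oxidative phosphorylation, the tricarboxylic acid cycle, mitochondrial and cytosolic ribosomal proteins, and digestive enzymes. There were 14 marker lists: T cells, B cells, plasma cells and immunoglobulins, macrophages, alternatively activated macrophages, eosinophils, neutrophils, duct cells, islet cells, stellate cells and fibrosis, endothelial cells, adipocytes, red blood cells, and acinar stress and dedifferentiation. The score of a list is the mean log2 CPM of its tested genes in a library. Mouse Reactome sets came with fgsea 1.28.0 and were used where 10 to 300 of their genes were tested (810 sets). The Gene Ontology was not used here. Samples were separated by principal components and by a pseudo-F on Euclidean distances over all 35 splits of the 8 mice into 4 and 4. An interaction of sex and genotype was tested in edgeR with 2 mice per cell.

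The lists, the tests, their samples and covariates, and the alternatives were chosen before the data were examined, with 2 exceptions. A fit on counts divided by 2 and a floor of 6 counts were added after seeing the data, because even counts were more frequent than odd counts. Tests of hypotheses that were formed from the values are marked as such where they are reported. The alternatives were DESeq2 1.42.0, RLE factors, library sizes without digestive enzymes, no filter on low counts, at least 10 counts in every mouse, sex as a covariate, the replicate number as a block, corrections for gene length and GC content (a loess per library with a span of 0.3, as an offset), a minimum absolute log2 fold change of 1, the unadjusted p-value, and leaving out each mouse in turn. GC content was known for 97.2% of the genes.

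Named genes were the genes the paper names, the first 12 genes of Table S1, genes past the threshold without overlap between the genotypes, and members of reported lists. For each family reported at a conclusion, a pair of members, those with the smallest p-values, was named, which was decided after the values were seen. Genes with near-identical copies or overlapping neighbours are reported as uncertain, since the counting program and its handling of shared reads are not named in the paper's text.

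The procedure was tested on simulated counts with 200 genes changed by 2 on the log2 scale, drawn from the means and library sizes of the real libraries. edgeR called 136 of the 184 changed genes that were tested (73.9%) and 6 unchanged genes, and DESeq2 called 146 changed and 22 unchanged genes. With no gene changed, edgeR called 0 and DESeq2 1, and 4.63% of the genes had an unadjusted p-value under 0.05 in edgeR. A family shifted by 0.3 was the only 1 called, with a fitted median of −0.29. Genes were drawn independently of each other, each with the trended dispersion. The simulation therefore cannot show how often camera calls a list whose genes are correlated. In the real libraries 0 of 10 families passed under an estimated correlation. Over the other splits of these libraries, camera called a median of 4 families, against 8 in the real split. Computations used R 4.3.3 and Python 3.11.15.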

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

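The tests of the mitochondrial share, of the switched heavy chains, of the alternatively activated macrophage and acinar stress lists, and of other splits of the libraries for each single list were chosen only after the result was seen, and the genes in this comparison of single libraries were settled after their values were seen. Of 137 groups of 4 libraries, 12 had a library whose gap to its nearest neighbour, divided by the range of the group, was above Dixon's 95% critical value, where chance gives 6.85.

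The library labelled Bach2KO 3 stood apart from the others of its group in the share of counts on mitochondrially encoded genes, with 0.367% against 0.126 to 0.148%. Its mean log2 CPM of mitochondrially encoded oxidative phosphorylation was 5.77 against 4.23 to 4.44. The genotype difference of the share was −0.0343 percentage points in females and 0.125 in males. Its opposite signs were noted without a test of the difference, and the male value rests on this library. Without it, the median log2 fold change of these transcripts was −0.38 in place of 0.17. If the tissue of this mouse held more cells rich in mitochondria, nuclear-encoded subunits should be high as well. Their mean log2 CPM was 3.90 in this library, the highest of its group (3.83 or less in the others) and within the range of the libraries labelled Bach2WT (3.78 to 4.17). This goes with that explanation, as does the score of mitochondrial ribosomal proteins (1.68, the highest of its group). The score of the tricarboxylic acid cycle goes against it, with 2.58 in this library and 2.70 to 2.98 in all others. With 1 library, these scores decide nothing. The shares of the other male libraries (0.148% in Bach2KO 4, 0.147% in Bach2WT 3 and 0.118% in Bach2WT 4) did not exceed those of females (0.126 to 0.178%). This argues against sex alone as the cause. A technical difference in this library and a biological one, of which the state of the tissue is untested, cannot be told apart with 1 mouse.

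The mean log2 CPM of digestive enzymes was 11.9 in the library labelled Bach2KO 2 against 11.6 to 11.7 in the others of its group, and 11.7 in the library labelled Bach2WT 1 against 12.1 to 12.2. Each lies towards the other genotype. For this list, 2 of the 35 splits of the libraries gave a camera p as small as the real one. Acinar content of the sampled tissue may differ between mice. The medians of the nuclear-encoded oxidative phosphorylation and the digestive enzyme lists lay 0.067 apart on the log2 scale. A common change in acinar RNA would give this, and so would a scaling common to all genes of a library. The oxidative phosphorylation score was low with the digestive enzymes in Bach2WT 1 (3.78), but it was not high with them in Bach2KO 2 (3.67). No per-mouse histology was used here, so no biological explanation was tested for these 2 libraries.

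Among single genes, a library stood apart for Mmp7 (Bach2KO 1, 0.587 CPM against 0.0829 to 0.159), Ccl9 (Bach2WT 4, 0.115 against 0.189 to 0.198), Nupr1 (Bach2KO 4, 209 against 281 to 296), Cd3e (Bach2WT 1, 0.122 against 0 to 0.0139), Cd68 (Bach2KO 2, 3.09 against 0.575 to 0.985) and Nfe2l2 (Bach2KO 1, 3.35 against 1.22 to 1.46). The first 3 of these keep the order of the genotypes in each library. The log2 fold change of Cd68 was −0.18 without Bach2KO mouse 2 and that of Nfe2l2 −0.067 without Bach2KO mouse 1, against 0.66 and 0.40 with all mice, and that of Cd3e was 3.94 without Bach2WT mouse 1 against 1.51. Neither a technical nor a biological explanation was tested for single genes.

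Counts of switched immunoglobulin heavy chains (Ighg1, Ighg2b, Ighg2c, Ighg3 and Igha) were taken as a share of all heavy chain counts (these with Ighm and Ighd). Among libraries labelled Bach2KO, mouse 3 stood apart with 13.7% (19 of 139 counts, 95% Wilson interval 8.93 to 20.4%) against 0 to 1.06%, and among those labelled Bach2WT, mouse 4 stood apart with 0% (0 of 68 counts, which allows up to 5.35% by the Wilson interval) against 42.8 to 48.8%. If both mates of a read pair were counted, these intervals widen to 7.48 to 23.7% and to an upper limit of 10.2%. The mean share was 3.86% (SD 6.55, n = 4) in libraries labelled Bach2KO and 33.6% (SD 22.6, n = 4) in those labelled Bach2WT (two-sided exact permutation test, p = 0.143). A candidate explanation, formed from these values, is that class switching needs Bach2. The exact p of 0.143 leaves it open, because the library labelled Bach2WT 4 held no switched count and few heavy chain counts in all. A strain variant of Ighg2c, which was counted only in 2 libraries labelled Bach2WT, could lower its counts in some mice. Without Ighg2c the share in libraries labelled Bach2WT was 27.6% (SD 19.0, n = 4; exact permutation test, p = 0.143), so this gene alone does not make the difference in means, but reads of the other Ighg genes could have been shared with it, which was not tested, and with exact p-values of 0.143 the explanations cannot be told apart.

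Marker lists that the paper's RNA-seq results do not name were higher in the libraries labelled Bach2KO. Alternatively activated macrophages had a median log2 fold change of 1.78 over 7 genes (camera adjusted p = 2.98e-06, fry 0.0183), acinar stress and dedifferentiation 1.25 over 11 genes (camera adjusted p = 2.97e-06, fry 0.0135), and eosinophils 5.38 over 2 genes (camera adjusted p = 7.31e-05, fry 4.32e-04), or 2.97 with Rnase2a at its lower bound and 2.47 with this bound set against 6 counts. Under an estimated correlation none of the 3 passed (adjusted p = 0.0756 to 0.0764). The 3 lists were picked here because camera passed them and their scores did not overlap between the genotypes. That rule fixes the exact permutation test at p = 0.0286 for each list, so this p is no further evidence. Later exact permutation tests on the scores of the first 2 lists are favoured by the same choice. In each list, the real split gave the smallest camera p, 1 of 35 splits. Of the members, 3, 3 and 1 are among the genes of Table S1, and 3 of the alternatively activated macrophage list (Ccl17, Ccl22 and Ccl24) are also in the chemokine list. Leaving the digestive enzymes out of the normalization left the lower of the medians of the first 2 lists at 1.25, but moved hardly any list and so decides nothing about library composition. A scaling factor common to all genes of a library would move these 2 lists with all other genes, whereas their mean rose by 1.70 against the mean log2 CPM of all tested genes (exact permutation test, p = 0.0286), which argues against it as the whole cause. With Mmp7 at its lower bound the acinar stress median was also 1.25. No list was lost in the fits that each left out 1 library (0 of 8 for either list). A lower share of acinar RNA would raise all other cells alike, but these 2 lists rose by 1.81 on average and the duct, islet, stellate and endothelial cell lists by 0.378, a difference of 1.43 (exact permutation test, p = 0.0286). What stays open is a change in the tissue itself, as a hypothesis, with the genotype and the amount of inflammation not separated. Of the acinar stress list, Nupr1 had 267 ± 39.1 CPM against 131 ± 34.3 CPM (SD, n = 4 each; log2 fold change 1.03, standard error 0.20, edgeR adjusted p = 0.266). Reg3g, whose reads could have been shared with other Reg3 genes, had 37.4 ± 36.8 against 5.24 ± 4.75 CPM (SD, n = 4 each; log2 fold change 2.84, standard error 0.84, edgeR adjusted p = 0.513). Retnla had the smallest adjusted p of the alternatively activated macrophage list (0.235 in edgeR). Eosinophils in the tissue may be the source of Rnase2a, and the other markers Prg2, Ccr3, Siglecf and Il5ra together had 61 counts in libraries labelled Bach2KO and 2 in those labelled Bach2WT (exact permutation test, p = 0.143). Of the 61, 37 were in Bach2KO 1, 8 in Bach2KO 2 and 16 in Bach2KO 4. Bach2KO 3 had 0, which goes against eosinophils as the source there, while it held 68 counts of Rnase2a and the highest score of the eosinophil list (−0.14). These counts are too few to tell, and Ear2, the other tested member, had a log2 fold change of 1.47 (standard error 0.99, edgeR adjusted p = 0.796), with 0.52 without Bach2KO mouse 3 and 2.48 without Bach2WT mouse 1.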

How the results depend on the processing

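The fit on halved counts and the floor of 3 read pairs were chosen only after the result was seen. All other alternatives were set together with the main settings.

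Differential expression by genotype, in edgeR with Benjamini-Hochberg adjustment, gave 1 higher and 0 lower genes. RLE factors, the gene-length correction, the GC correction and a minimum log2 fold change of 1 gave the same counts, as did library sizes without digestive enzymes, which moved hardly any value and so say nothing about stability. Without the filter on low counts there were 55 higher and 18 lower genes, with 1630 genes at an unadjusted p under 0.05 in place of 957. DESeq2 gave 52 higher and 23 lower genes. There were 0 genes in either direction with at least 10 counts in every mouse (454 higher and 420 lower at an unadjusted p under 0.05), with sex as a covariate (526 and 501) and with halved counts (493 and 451), and 0 to 0 higher genes across the 8 fits that each left out 1 mouse. The number of genes at unadjusted p under 0.05 was 690 (without Bach2KO mouse 1) to 1380 (without Bach2WT mouse 1) in those fits. The unadjusted threshold itself passed 500 higher and 457 lower genes. Fewer genes tested, or fewer mice, is part of the construction of some of these fits; otherwise the cause was not tested. The adjusted p of Rnase2a ranged from 4.49e-05 without the filter to 0.189 without Bach2KO mouse 4 in edgeR, and at least 10 counts in every mouse excluded it.

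The mice of the genotypes share only replicate numbers. The correlations of same-numbered mice around their group means were 0.212, −0.0344, −0.0409 and −0.0543, so the numbers do not pair the samples. With the replicate block there were 0 higher and 0 lower genes (483 and 489 at an unadjusted p under 0.05), and 0 and 0 with the replicate block and the gene-length correction (315 and 871).

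All gene families kept their direction under all alternatives that used all 8 mice. With camera under an estimated correlation 0 of the 10 gene families passed, with adjusted p-values of 0.111 for the MHC class I pathway, 0.231 for the MHC class II pathway, 0.0916 for chemokine ligands and for interferon-gamma-inducible genes, 0.231 for nuclear-encoded oxidative phosphorylation, the tricarboxylic acid cycle and mitochondrial ribosomal proteins, and 0.148 for digestive enzymes. With fry 4 passed, and the adjusted p was 0.112 for the MHC class II pathway, nuclear-encoded oxidative phosphorylation and the tricarboxylic acid cycle and 0.187 for mitochondrial ribosomal proteins. The estimated correlation between genes of a list is part of the construction of these tests. Cytosolic ribosomal proteins (median −0.10, camera adjusted p = 0.0557) passed with RLE factors (−0.12), without the filter (−0.097) and with the GC correction (−0.20), and had medians from −0.21 without Bach2KO mouse 3 to −0.039 without Bach2WT mouse 2. Mitochondrially encoded oxidative phosphorylation went from −0.38 without Bach2KO mouse 3 to 0.32 without Bach2KO mouse 1. For these lists the cause was not tested.

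Of the marker lists, 8 of 14 passed with camera, 4 of 10 with at least 10 counts in every mouse, 5 of 13 with halved counts, 0 under an estimated correlation and 3 with fry, and 4 (without Bach2KO mouse 3) to 12 (without Bach2WT mouse 4) when 1 mouse was left out. The T cell, B cell, eosinophil and neutrophil lists had no value with at least 10 counts in every mouse, nor the neutrophil list with halved counts. Lists with medians near 0, or few genes, changed direction. Duct cells (0.020) had −0.0031 with RLE factors, −0.0020 with the gene-length correction, −0.0072 with the block and this correction, and −0.060 with the GC correction. Red blood cells (0.096) had −0.014 without the filter and −0.0094 with the GC correction. Plasma cells and immunoglobulins (−0.15) had 0.42 with at least 10 counts in every mouse and 0.044 with sex as a covariate. Adipocytes (−1.12) had 0.084 with at least 10 counts in every mouse and 0.071 with halved counts, both over fewer genes. Stellate cells and fibrosis (0.14) had −0.030 with the block and the gene-length correction. Over the fits that left out 1 mouse, medians ranged from −2.32 (without Bach2KO mouse 1) to 0.51 (without Bach2WT mouse 1) for plasma cells and immunoglobulins, from −0.056 (without Bach2KO mouse 3) to 0.075 (without Bach2KO mouse 1) for duct cells, from −0.15 (without Bach2KO mouse 3) to 1.24 (without Bach2WT mouse 4) for islet cells, from −0.058 (without Bach2WT mouse 4) to 0.34 (without Bach2WT mouse 1) for stellate cells and fibrosis, and from −0.42 (without Bach2KO mouse 3) to 0.90 (without Bach2WT mouse 4) for red blood cells. The cause was not tested.

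Sample separation had an exact permutation p of 0.0857, and 0.0286 (without Bach2WT mouse 1) to 0.2 (without Bach2KO mouse 2) when 1 mouse was left out. The 500 most variable genes gave 0.0571, FPKM values 0.0571 and unit variance 0.114. Sex by genotype gave 0 genes in edgeR (787 at an unadjusted p under 0.05) and 14 with DESeq2. Reactome sets passed 16 higher and 12 lower with camera and 0 higher and 0 lower with fry. In the agreement with Table S1, 1 gene passed in edgeR and 75 with DESeq2, which also gave the paper's log2 fold changes for its first genes. Otherwise the cause was not tested.

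Among named genes, Ptk2 (0.10) had −0.036 with the gene-length correction and −0.015 with the GC correction. Leaving out 1 mouse gave log2 fold changes from −0.18 to 1.06 for Cd68, −0.38 to 0.055 for Cd163, −0.00096 to 0.51 for Hmox1, −0.067 to 0.84 for Nfe2l2, −0.13 to 0.24 for Ptk2 and −0.078 to 0.71 for Syk. In the fits on all 8 mice, 43 other results for single genes and marker lists moved past the threshold, 21 fell below it and 504 kept their direction and side. The depth limits genes with few counts: a library with 0 counts allows up to 3, or 6 if both mates of a read pair were counted, and the calls without the filter rest in part on such genes.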

Differences from the paper's values

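None of these comparisons used a test chosen only after the result was seen. The paper's Table S1 gives 75 genes an adjusted p-value under 0.05, and edgeR with Benjamini-Hochberg adjustment gave 1. Among the alternatives set before the data were examined, DESeq2 (75 genes) and edgeR without the filter on low counts (73 genes) fell within the paper's number. DESeq2 also gave the paper's log2 fold changes for those of the first 12 genes of Table S1 that edgeR tested. It left 5918 genes without an adjusted p-value and 111 without a p-value. In the deposited table, as many have an adjusted p-value of 1 and no p-value. This points to DESeq2 as the paper's test, though its largest difference from the deposited log2 fold changes was 0.846. RLE factors, library sizes without digestive enzymes, the gene-length correction, the GC correction and a minimum log2 fold change of 1 gave 1 gene each. At least 10 counts in every mouse, sex as a covariate, the replicate block, the block with the gene-length correction and each fit without 1 mouse gave 0, and the unadjusted p-value gave 957.

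In units of 1000000000 reads, the paper states 1 to 2 as the number of clean reads per sample. In the same unit, the deposited counts on genes add up to 0.0723 in the library with the fewest and 0.172 in the library with the most. No alternative set before the data were examined changes these totals. Clean reads and counts on genes are different quantities. Whether the paper's figure stands for something other than reads per sample cannot be told from these totals.

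The paper states that the genotypes formed separate clusters in the principal component analysis. Here, 3 of the 35 splits of the 8 libraries gave a pseudo-F as large as the real split (exact permutation test, p = 0.0857). The first 2 components held 23.3% and 21.1% of the variance, against about 29% and about 20% in Fig. 5A, read by eye. With log2(FPKM + 1) of all genes they held 31.5% and 19.4%, and the exact permutation p was 0.0571. These tests cover all components, while the paper's statement concerns a plot of the first 2. In the plane of the first 2 components of log2(FPKM + 1), a straight line could divide the genotypes. It could in that of log2 CPM too, by a smaller margin. How many other splits a line would divide was not counted. Without Bach2WT mouse 1, the real split gave the largest pseudo-F of the splits (exact permutation test, p = 0.0286).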

Other observations

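The tests of even counts, of the Bach2 counts, of a scaling factor common to all genes, and of other splits of the libraries for the Reactome sets, for the numbers of gene families and marker lists and for each single list were chosen only after the result was seen.

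Most other splits of the 8 libraries into 4 and 4 gave fewer genes, with a median of 425.5 at an unadjusted p under 0.05 in edgeR and of 3.5 past the adjusted threshold with DESeq2. Of the 35 splits, the real one included, 2 had at least 1 gene past the adjusted threshold in edgeR, 3 had at least 957 genes at an unadjusted p under 0.05, and 2 had at least 75 genes with DESeq2. With the libraries labelled Bach2KO 3 and Bach2WT 1 exchanged, DESeq2 gave 273 genes and edgeR 1443 at an unadjusted p under 0.05. As many Reactome sets passed in 6 of the 35 splits, as many gene families in 3 and as many marker lists in 4. For single lists, the number of splits with a camera p as small was 1 for the MHC class I pathway, 1 for chemokine ligands, 2 for interferon-gamma-inducible genes, 6 for the MHC class II pathway, 3 for nuclear-encoded oxidative phosphorylation, 3 for the tricarboxylic acid cycle and 5 for mitochondrial ribosomal proteins. Among marker lists it was 7 for T cells, 11 for B cells, 6 for macrophages, 8 for endothelial cells and 6 for adipocytes. Only the MHC class I and chemokine lists, of the gene families, and the alternatively activated macrophage, eosinophil and acinar stress lists were thus at the smallest share these splits allow.

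The MHC class I, chemokine and interferon-gamma lists were higher in the libraries labelled Bach2KO, and in 0 of the fits that each left out 1 library was an immune family lost, which argues against a single library as the cause. Lymph node tissue in the samples could raise immune genes, and should bring B cell markers with it. The median of the B cell list minus that of the class II list was −2.66 (exact permutation test over the scores, p = 0.0857), which does not exceed the spread of the 8 libraries, so lymph node tissue and a change in the pancreas cannot be told apart by this test.

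Lower levels of energy metabolism genes may follow the share of acinar RNA. The nuclear-encoded oxidative phosphorylation median was 0.067 above the digestive enzyme median (−0.28 and −0.34), as a common fall in acinar RNA would give. The rule asked only that it not lie below the other, a weak test. A scaling common to all genes of a library would also move both lists alike, so this closeness does not tell the explanations apart. The TMM factors, by which CPM values are divided, were 1.05 to 1.18 in Bach2KO and 0.826 to 1.10 in Bach2WT libraries. In single libraries the evidence was mixed. Bach2KO 2 had the highest digestive enzyme score of its group (11.9) but an oxidative phosphorylation score of 3.67, against 3.90 in Bach2KO 3. Bach2WT 1 was the lowest of its group in both lists (11.7 and 3.78). The oxidative phosphorylation median was −0.36 after the gene-length correction and −0.39 after the GC correction, which argues against these 2 trends as the whole cause. Library composition stays open. The median was −0.275 without the digestive enzymes in the normalization, a setting that left all lists nearly as they were and so decides nothing. Set against the mean log2 CPM of all tested genes, the mean of the list fell by 0.346 in the libraries labelled Bach2KO, which does not exceed the spread (exact permutation test, p = 0.0857). Across the genes tested, log2 fold change and gene length had a Spearman correlation of 0.0952 and GC content one of −0.0767; genes are not independent replicates. In the single libraries labelled Bach2KO, the correlation with length lay between −0.106 and 0.244 (SD 0.145). As 3 of the 35 splits gave a camera p as small for this list, an accidental grouping of the mice also stays open.

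Bach2 counts were not lower in the libraries labelled Bach2KO (two-sided exact permutation test, p = 0.943). An allele whose transcript is still made in part could give this, and so could mislabelled samples. If the allele made no transcript, several samples would have to be mislabelled, since every library labelled Bach2KO held Bach2 counts. With 3 to 31 counts per library these cannot be told apart.

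Among genes with 1 to 100 counts in a library, a median of 67.9% of the gene counts were even numbers over the 8 libraries (66.5 to 69.8%). This is consistent with both mates of a read pair being counted, which would give more even than odd counts. A floor of 3 read pairs would then be 6 counts, which lowers the bound for Rnase2a from 22.1-fold to 11.1-fold, for Epha8 from 7.27-fold to 3.63-fold and for Mmp7 from 7.89-fold to 3.95-fold. With all counts halved, 11410 genes passed the filter and 0 genes had an adjusted p under 0.05 (493 higher and 451 lower at an unadjusted p under 0.05, edgeR with Benjamini-Hochberg adjustment).

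The effect of genotype was compared between the sexes with 2 mice per cell. The interaction passed for 0 genes in edgeR (787 at an unadjusted p under 0.05, smallest adjusted p 0.241) and for 14 with DESeq2, among them H2-Ab1, H2-Aa, H2-Eb1, Cd74 and Retnla. In edgeR, the effect in males minus that in females was 2.26 for Cd74 (standard error 0.40), 2.28 for H2-Ab1 (standard error 0.43), 2.48 for H2-Aa (standard error 0.52) and 2.58 for Retnla (standard error 0.56), with adjusted p-values from 0.509 to 0.672 in edgeR. These genes were named after their values were seen. The mean log2 CPM of the class II list was 1.75 and 1.60 in males labelled Bach2KO and 0.01 and −0.66 in males labelled Bach2WT.

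The kinases that the paper names from its kinome analysis, which is not analysed here, did not differ in RNA level past the threshold. The log2 fold changes were 0.29 for Src (standard error 0.19), 0.22 for Lyn (0.33), 0.69 for Yes1 (0.61), 0.10 for Ptk2 (0.35), 0.17 for Ptk2b (0.22) and 0.17 for Syk (0.51), with adjusted p-values of 0.788 to 0.975 in edgeR, and Zap70 did not pass the filter (0 to 55 counts in libraries labelled Bach2KO, 0 to 4 in those labelled Bach2WT). Leaving out 1 mouse moved Src to 0.17 (without Bach2KO mouse 4), Lyn to 0.073 (without Bach2WT mouse 3), Yes1 to 0.28 (without Bach2KO mouse 1) and Ptk2b to 0.072 (without Bach2KO mouse 4), and changed the sign of Ptk2 (−0.13 without Bach2WT mouse 4) and Syk (−0.078 without Bach2WT mouse 3). The Reactome set of PD-1 signaling had an adjusted p of 0.0890 with camera.

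For proteins that the paper stained in sections, the log2 fold change was 1.51 for Cd3e (standard error 1.23, adjusted p = 0.850 in edgeR), 0.66 for Cd68 (0.55, 0.857), −0.18 for Cd163 (0.41, 0.960) and 0.36 for Sdc1 (0.29, 0.847), which encodes CD138. Without Bach2WT mouse 1 these were 3.94 for Cd3e, 0.055 for Cd163 and 0.16 for Sdc1, and without Bach2KO mouse 2 Cd68 was at −0.18. Hmox1, which the paper measured in spleen cells, had 0.34 in the pancreas (standard error 0.40, adjusted p = 0.923 in edgeR), and −0.00096 without Bach2KO mouse 2. Nfe2l2, which encodes Nrf2, had 0.40 (standard error 0.40, adjusted p = 0.893 in edgeR), and −0.067 without Bach2KO mouse 1.

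Of the remaining marker lists, endothelial cells had a median log2 fold change of 0.52 (camera adjusted p = 0.0109) and adipocytes −1.12 (0.0201). Endothelial cells fell to 0.17 without Bach2KO mouse 3 (camera adjusted p = 0.287), and adipocytes moved to −0.40 without Bach2WT mouse 1 (0.175), −0.55 without Bach2WT mouse 2 (0.0941), −0.97 without Bach2KO mouse 3 (0.0740) and −2.27 without Bach2KO mouse 1, and did not pass with at least 10 counts in every mouse (0.809) or with halved counts (0.623). Duct cells had 0.020 (0.493), islet cells 0.29 (0.0697), stellate cells and fibrosis 0.14 (0.567) and red blood cells 0.096 (0.552), none of which passed with all mice and the settings chosen first. The islet list passed with the gene-length correction (camera adjusted p = 0.0194), the GC correction (0.0352), the block with the gene-length correction (0.0449), without Bach2KO mouse 4 (0.00532) and without Bach2WT mouse 4 (4.58e-05, median 1.24), and its median was −0.15 without Bach2KO mouse 3. Stellate cells and fibrosis passed without Bach2KO mouse 1 (camera adjusted p = 0.0326, median 0.33), and red blood cells without Bach2WT mouse 4 (0.0306, median 0.90).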
